# Time Series Transcriptomic Analysis by RNA Sequencing Reveals a Key Role of PI3K in Sepsis-Induced Myocardial Injury in Mice

**DOI:** 10.3389/fphys.2022.903164

**Published:** 2022-06-01

**Authors:** Xiao Yan, Yun-Long Zhang, Xiao Han, Pang-Bo Li, Shu-Bin Guo, Hui-Hua Li

**Keywords:** cecal ligation and puncture, septic cardiomyopathy, RNA sequencing, time series gene expression profiling, PIK3R5

## Abstract

Septic cardiomyopathy is the main complication and cause of death of severe sepsis with limited therapeutic strategy. However, the molecular mechanism of sepsis-induced cardiac injury remains unclear. The present study was designed to investigate differentially expressed genes (DEGs) involved in the pathogenesis of septic cardiomyopathy induced by cecal ligation and puncture (CLP) in mice. Male C57BL/6J mice (8–10 weeks old) were subjected to CLP with 21-gauge needles for 24, 48, and 72 h. Myocardial function was assessed by echocardiography. The pathological changes of the heart were evaluated by hematoxylin and eosin as well as immunohistochemical staining. Time series RNA sequencing was utilized to investigate the gene expression profiles. CLP surgery resulted in a significant decrease of animal survival rate and left ventricle contractile function, and an increase in cardiac dilation and infiltration of proinflammatory cells including Mac-2^+^ macrophages in a time-dependent manner. RNA sequencing identified 5,607 DEGs in septic myocardium at 24, 48, and 72 h after CLP operation. Moreover, gene ontology analysis revealed that these DEGs were mainly associated with the biological processes, including cell adhesion, immune system process, inflammatory response, and positive regulation of cell migration. KEGG pathway enrichment analysis indicated that *Staphylococcus aureus* infection, osteoclast differentiation, leishmaniasis, and ECM-receptor interaction were significantly altered in septic hearts. Notably, Pik3r1 and Pik3r5 were localized in the center of the gene co-expression network, and were markedly upregulated in CLP-induced septic myocardium. Further, blocking PI3Kγ by the specific inhibitor CZC24832 significantly protected against sepsis-induced cardiac impairment. The present study uncovers the gene expression signatures of CLP-induced myocardial injury and sheds light on the role of Pik3r5 in septic cardiomyopathy.

## Introduction

Sepsis is defined as a life-threatening organ dysfunction secondary to severe infection and represents the major cause of death, accounting for approximately 19.7% of the global death (Singer et al., 2016; Rudd et al., 2020). The imbalance in the host immune system response, including cytokine storm and immune paralysis caused by apoptosis, suppression, and exhaustion of immune cells, subsequently induces cell dysfunction and organ failure, especially in the cardiovascular system (Singer et al., 2016; van der Poll et al., 2017). Sepsis-induced acute myocardial injury is a complex pathophysiological process characterized by the relative imbalanced distribution of blood volume caused by peripheral vasodilation and insufficient cardiac output (Beesley et al., 2018). Animal and human studies have demonstrated that cardiac dysfunction may serve as a major complication and cause of death of sepsis and septic shock (Merx and Weber, 2007).

Accumulating evidence have revealed that multiple cellular and molecular regulators participate in the development of septic cardiomyopathy, including pro-inflammatory factors, cardiomyocyte calcium handling, oxidative stress, mitochondrial dysfunction, and apoptosis, which ultimately result in cardiac dysfunction and adverse remodeling (Kawai and Akira, 2010; Liu et al., 2017). Activation of NLRP3 inflammasome plays an important role in the inflammation, apoptosis, and pyroptosis in septic myocardium (Li N. et al., 2019). In addition, autophagy exhibits dynamic changes in the development of sepsis-induced cardiac dysfunction (Sun et al., 2018). Several signaling pathways are involved in the pathogenesis of sepsis-induced myocardial injury, such as PI3K/AKT, MAPKs, TLR4/MyD88/NF-κB, and gp130/JAK/STAT (Kawai and Akira, 2010; Clere-Jehl et al., 2020). Moreover, the transcriptomic analysis of peripheral blood leucocytes from patients with sepsis identifies several key regulatory genetic variants, which are involved in the hypoxic response, the switch to glycolysis, mediators of endotoxin tolerance, T-cell activation, and viral defense, which may participate in the pathogenesis of sepsis (Davenport et al., 2016). However, the precise mechanism underlying sepsis-induced myocardial injury remains unknown.

In the present study, we performed time-series RNA sequencing to evaluate the gene expression profiles of the heart during cecal ligation and puncture (CLP)-induced sepsis, and attempted to understand the transcriptomic patterns in the initiation and development of septic cardiomyopathy. Our results revealed that 5,607 DEGs were identified in septic myocardium at 24, 48, and 72 h after CLP operation, and were mainly associated with cell adhesion, immune system process, and inflammatory response. We also demonstrated that PI3K subunits particularly Pik3r5 (Phosphoinositide-3-Kinase Regulatory Subunit 5, also known as p101) were localized in the center of the gene co-expression network, and played a critical role in CLP-induced septic myocardium.

## Materials and Methods

### Animal Model and Treatment

Wild-type (WT) male C57BL/6J mice (8–10 weeks old, n = 6 or 10 per group) were subjected to cecal ligation and puncture (CLP) and the observations were made 24, 48, and 72 h post-CLP (Rittirsch et al., 2009). In brief, mice were anesthetized with ketamine (0.2 g/kg, i.p.) and xylazine (0.01 g/kg, i.p.). After adequate exposure of the abdominal cavity, the cecum was exteriorized and ligated with nonabsorbable 4–0 silk distal to the ileocecal valve. A 21-gauge needle was used to puncture the distal end of the cecum. The peritoneum was closed, and mice were resuscitated by subcutaneous injection of 1 ml prewarmed saline. Sham-operated mice underwent the same surgical procedure but without CLP. The PI3Kα/δ/β inhibitor LY294002 (Selleck, Houston, TX, United States) was intraperitoneally administered (10 mg/kg/day per mouse) in mice beginning 1 day before CLP operation. Animals were orally gavaged with vehicle or the PI3Kγ specific inhibitor CZC24832 (Selleck, 10 mg/kg/day) 1 day before CLP surgery. The *in vivo* dosages were selected according to the previous studies (Bergamini et al., 2012; Fan et al., 2017). All mice were housed under a 12 h light-dark cycle in a pathogen-free barrier facility with free access to regular chow diet and water ad libitum.

All experimental procedures were approved by the Animal Care and Use Committee of Capital Medical University (AEEI-2020-155) and conformed to the Guide for the Care and Use of Laboratory Animals published by the United States National Institutes of Health.

### Echocardiography

Mice were anesthetized with 1.5% isoflurane and underwent 2-dimensional M-mode echocardiography at each time point after CLP surgery with a 30 MHz probe (Vevo 1100 system; VisualSonics, Toronto, ON, Canada). The measurements of the left ventricular anterior wall thickness (LVAW) at diastole and systole, posterior wall thickness (LVPW) at diastole and systole, inner diameter (LVID) at diastole and systole, fractional shortening (FS), and ejection fraction (EF) were performed using M-mode tracings. At least three consecutive cardiac cycles were recorded and averaged for each measurement (Wang et al., 2018; Yan et al., 2019).

### Histopathological Examination

Mice were sacrifices with an overdose of anesthesia (pentobarbitone sodium 100 mg/kg, i.v.). Heart samples were dissected, fixed in 4% paraformaldehyde and embedded in paraffin. The heart sections (5 μm in thickness) were stained with haematoxylin and eosin (H&E) according to the standard procedures (Wang et al., 2018; Yan et al., 2019). The immunohistochemical staining of heart sections was performed with anti-Mac-2 antibody (1:200; Abcam, MA, United States). The images were captured by Nikon Labophot 2 microscope (Nikon, Tokyo, Japan) and analyzed using ImageJ software (United States National Institutes of Health, Bethesda, MD).

### RNA Sequencing and Bioinformatics Analysis

Total RNA was extracted from freshly isolated hearts (n = 5 per group) using TRIzol (Invitrogen, Carlsbad, CA, United States) according to the manufacturer’s instructions. The mRNA was enriched, fragmented, and synthesized to the double-stranded cDNA, followed by quality control of the sample library using Agilent 2100 bioanalyzer and quantitative real-time PCR (qPCR). The sequencing was then performed using Illumina NovaSeq as previously described (Li Y. et al., 2019). The data of gene expression files are available at the Gene Expression Omnibus website under Accession No. GSE171546. For bioinformatics analysis, the differentially expressed genes (DEGs), gene ontology (GO), KEGG pathways, series test of clusters, and gene co-expression networks were utilized to enrich the dataset for genes associated with sepsis-induced myocardial injury as described previously (Zhang et al., 2018; Wu et al., 2019).

### Verification of RNA Sequencing Results by Quantitative Real-Time PCR Analysis

Total RNAs were isolated from fresh heart tissues with TRIzol reagent and reverse transcribed using a RT Enzyme Mix (Accurate Biotechnology Co., Ltd. Hunan, China) according to the manufacturer’s protocols. The mRNA expression levels of the selected genes including S100a9, Cxcr2, Cxcl1, Uchl1, Ace2, Itgb6, Lrg1, Hmgb2, Itgam, Icam1, Pik3r1, and Pik3r5 were gauged by an iCycler IQ system (Bio-Rad, Hercules, CA) as described previously (Yan et al., 2019; Yan et al., 2020). The transcript quantities were normalized to the value of an endogenous control (GAPDH). The primers were purchased from Sangon Biotech (Shanghai, China) and were listed in Supplementary Table S1.

### Western Blot Analysis

Proteins were isolated from snap-frozen heart samples using RIPA buffer containing protease inhibitors (Solarbio Science Technology Co., China). The protein lysates (40–50 μg) were separated by electrophoresis in 10% SDS-PAGE gels, transferred to polyvinylidene difluoride (PVDF) membranes, and then incubated with the primary antibodies against p-AKT (Ser473), AKT, p-p65 (Ser536), p65 (Cell Signaling Technologies, Boston, MA), and GAPDH (Proteintech Group Inc, Rosemont, IL). The horseradish peroxidase-conjugated secondary antibodies were purchased from Cell Signaling Technologies. The signal intensities of blots were evaluated by the ECL Plus chemiluminescent system (Bio-Rad, CA, United States) and were quantified by the NIH ImageJ software and normalized to GAPDH.

### Statistical Analysis

All data are presented as mean ± standard error of the mean (SEM). The normality test (Shapiro–Wilk) was performed to investigate whether the data were normally distributed. The Student *t*-test and one-way ANOVA were utilized to compare the significant difference in normal distribution. Mann–Whitney test was used when the data were not normally distributed. For the analysis of mortality rates after CLP operation, the Kaplan-Meier method was utilized. A *p* value of <0.05 was considered statistically significant.

## Results

### Cecal Ligation and Puncture-Induced Sepsis Increases Lethality and Cardiac Dysfunction in Mice

To elucidate the role of sepsis-induced injury in the heart, WT mice were subjected to sham or CLP operation (21-gauge needle) and the observations were made at 24-, 48-, and 72-hours post-CLP (Figure 1A). Consistent with recent studies (Rittirsch et al., 2009; Zeng et al., 2017), we found that CLP-treated mice had a marked survival defect compared with sham controls (Figure 1B). Echocardiography revealed that CLP time-dependently decreased myocardial contractile function as indicated by left ventricular (LV) EF% and FS% (Figure 1C), and induced LV dilation as indicated by LV internal diameter at systole (LVID;s) (Figure 1C). We next examined the effect of CLP-induced sepsis on myocardial inflammation. H&E and immunohistochemical staining as well as qPCR analysis demonstrated that CLP treatment markedly promoted the accumulation of interstitial proinflammatory cells (as reflected by Mac-2–positive macrophages) and the mRNA expression of IL-1β, IL-6, and TNF-α. (Figures 1D,E).

**FIGURE 1:**
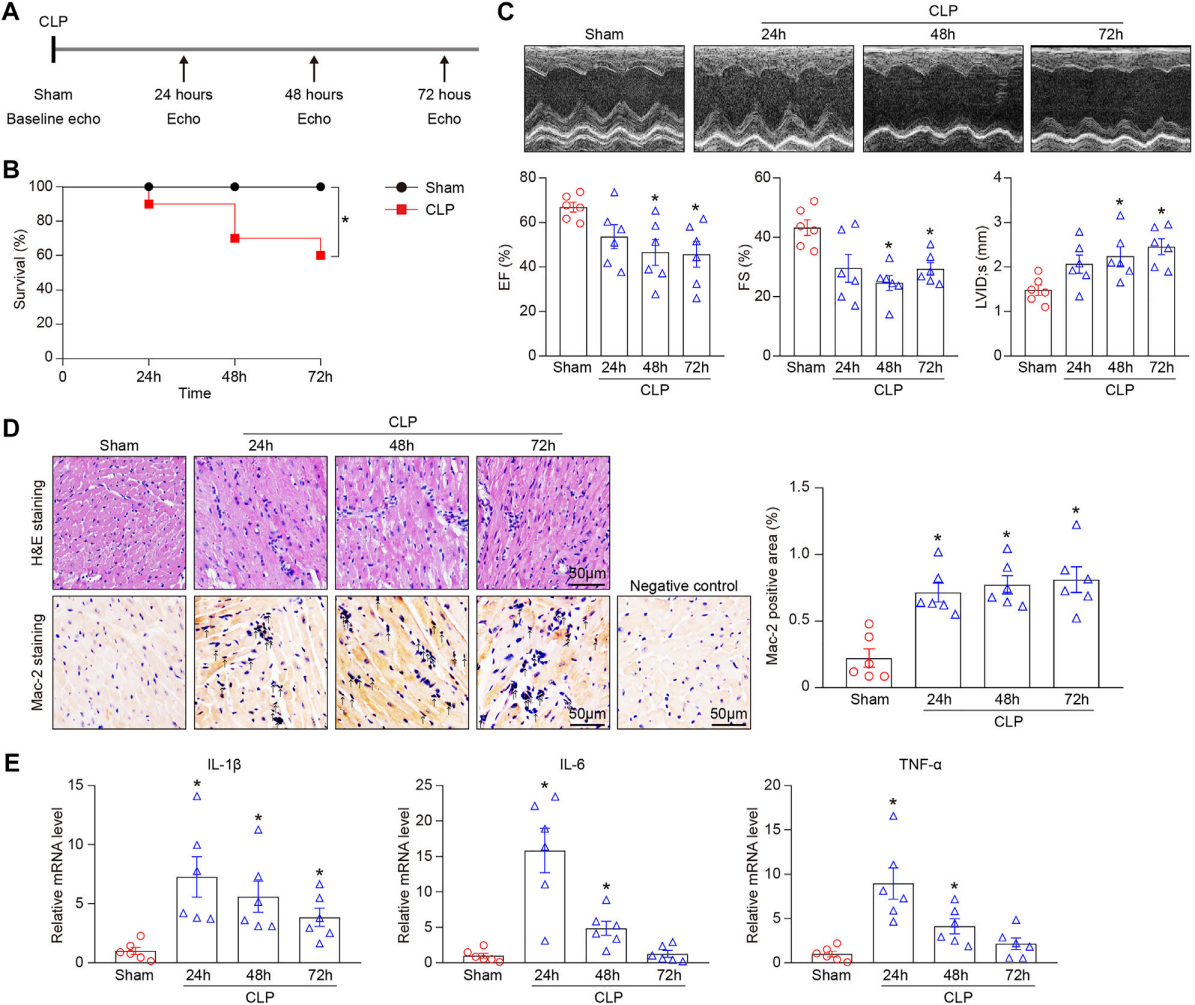
CLP-induced sepsis results in animal death and myocardial injury in mice. Mice were subjected to CLP for 24, 48, and 72 h. **(A)** Schematic diagram of the experimental design. **(B)** Kaplan-Meier survival analysis (n = 10 per group). **(C)** Representative M-mode echocardiographic images of left ventricular at 24, 48, and 72 h after CLP surgery (top). Quantification of EF%, FS%, and LVID;s (bottom, n = 6 per group). **(D)** Representative images of H&E staining (top) and Mac-2 immunohistochemical staining (bottom) of heart sections. Arrows indicate the Mac-2–positive cells. Scale bar: 50 μm. Quantification of Mac-2–positive cells (right, n = 6 per group). **(E)** qPCR analyses of the mRNA expression levels of IL-1β, IL-6, and TNF-α in septic myocardium (n = 6 per group). GAPDH as an internal control. The Kaplan-Meier method was used to analyze the mortality rates after CLP operation. The significance of difference between the means of groups was evaluated using One-way ANOVA following Newman-Keuls multiple comparison test. *p < 0.05 versus sham control.

### Analysis of Gene Expression, Ontology, and Pathways in Mouse Heart After Sepsis

To understand the dynamic pathological alterations of sepsis-induced cardiac injury, we performed a time-series transcriptomic analysis (n = 5 per time point) in heart tissues from mice at 24, 48, and 72 h after CLP operation (Figure 2A). 

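In cecal ligation and puncture (CLP) the cecum is tied off and pierced so that gut bacteria leak into the abdomen, while sham-operated mice have the surgery without the tie or the puncture. Heart RNA was sequenced from 20 male C57BL/6J mice, with n = 5 in the Sham group and n = 5 at each of 24, 48 and 72 h after CLP. The time at which the sham hearts were taken is not named in the paper's text. RNA was extracted with TRIzol, enriched for mRNA and sequenced on an Illumina NovaSeq. Reads had been aligned with HISAT2 2.0.5 and assembled with StringTie 1.3.3, and the tool that made the counts is not named. The values used here were the counts per gene of each library, with the FPKM of the same libraries as an alternative. Total counts ran from 33491160 to 49022434 per library, and the group mean was 1.07, 1.14 and 1.36 times that of Sham at 24, 48 and 72 h. Counts were scaled by TMM, which sets the libraries on a common scale from the bulk of the genes, and expression is given as CPM, the count relative to the scaled library total (mean ± SD). Of 55421 genes, the 17142 that passed edgeR's filterByExpr were compared with edgeR's quasi-likelihood F test in one fit of all 4 groups. The p-values of each comparison were adjusted by Benjamini-Hochberg, and a gene is called higher or lower at an adjusted p under 0.05. A log2 fold change is given with its standard error (SE), and positions are on GRCm38 from GENCODE M21. Groups of genes were taken from 40 lists written before the data were examined and compared with all other genes by camera. Camera tests for a shift of a list in 1 direction, so members that rise and members that fall can cancel. This test was run with its preset correlation of 0.01 between the genes of a list and again with a correlation estimated from the libraries. RNA of 9 of the 13 protein genes of the mitochondrial genome had no count in any library, so the mitochondrial genome was not followed. On the first principal component, which held 18.0% of the variance of log2 CPM, the Sham libraries lay apart from every CLP library.

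**Figure D1:**
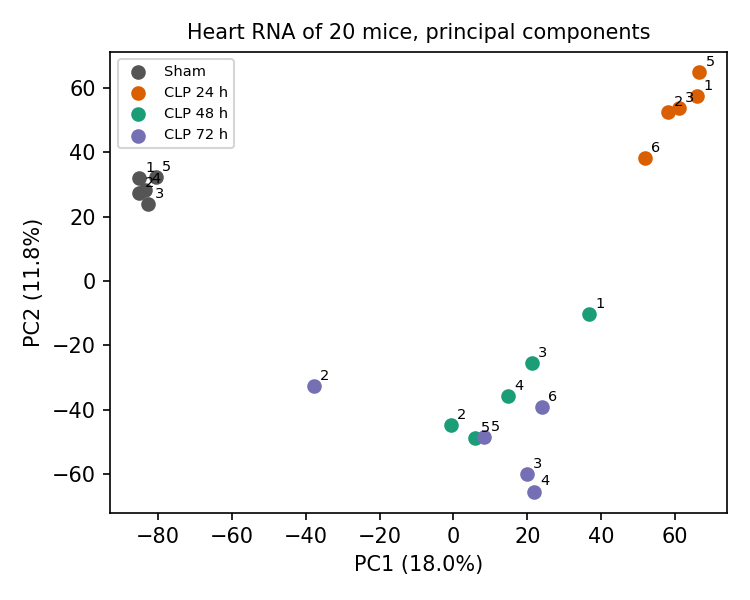
Each point is the heart RNA of 1 mouse, labelled with its replicate number, on the first and second principal components of log2 CPM, which held 18.0% and 11.8% of the variance. Sham libraries lie between -85.2 and -80.6 on the first component and 24 h libraries between 51.8 and 66.6, with 48 h and 72 h libraries between those groups and 72 h replicate 2 at -37.7.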

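Septic hearts gained RNA of acute phase proteins and of neutrophil granule proteins, while RNA of many sarcomere genes was lower and that of a few higher. Saa3 encodes serum amyloid A3, an acute phase protein made at sites of inflammation, and lies on chromosome 7 from 46711998 to 46715700 (ENSMUSG00000040026). It had 0.0540 ± 0.0745 CPM (SD, n = 5) in Sham hearts, 504 ± 123 CPM at 24 h and 374 ± 229 CPM at 48 h. The log2 fold changes were 13.14 (SE 1.19, adjusted p = 2.26e-07 from edgeR) and 12.71 (SE 1.18, adjusted p = 1.12e-06). Lcn2 encodes lipocalin 2, which withholds iron from bacteria, and had 1.63 ± 0.432 CPM in Sham hearts, with replicate 3 the lowest at 0.862 CPM. It rose to 1139 ± 310 CPM at 24 h and was still at 196 ± 123 CPM at 72 h, log2 fold changes of 9.44 and 6.91 (adjusted p = 7.09e-08 and 1.35e-06). Serpina3n, an inhibitor of neutrophil proteases, rose by a log2 fold change of 7.62, 6.51 and 5.92 at 24, 48 and 72 h (adjusted p = 7.89e-09, 6.35e-08 and 1.26e-07). Ngp, a protein of neutrophil granules, had no count in any Sham library. Set against a floor of 3 counts over the whole Sham group, it was at least 501.9-fold higher at 24 h, at least 453.1-fold higher at 48 h and at least 1148-fold higher at 72 h.
Of 21 acute phase and stress proteins tested, 17 were higher and none lower at 24 h, 15 higher and 1 lower at 48 h, and 17 higher and 1 lower at 72 h. Adjusted over the list alone, these were 18 and 1, 16 and 2, and 17 and 1. The camera test gave adjusted p = 4.78e-22, 4.36e-17 and 2.84e-13, and 0.0392, 0.0527 and 0.0779 with an estimated correlation. Among 22 neutrophil markers, 18, 20 and 21 were higher at 24, 48 and 72 h and none was lower (19, 21 and 21 when adjusted over the list alone). Their camera adjusted p was 1.16e-14, 1.87e-22 and 2.62e-22, and 0.112, 0.0779 and 0.0820 with an estimated correlation.
Apln encodes apelin, a peptide that strengthens cardiac contraction and acts on vessels, and fell from 33.1 ± 5.21 CPM in Sham hearts to 5.10 ± 2.11 CPM at 24 h and 0.905 ± 0.347 CPM at 48 h. Its receptor gene Aplnr fell from 79.0 ± 14.5 to 3.39 ± 2.23 CPM at 24 h, a log2 fold change of -4.54 (SE 0.51, adjusted p = 2.14e-06). Of 22 cardiomyocyte sarcomere genes, 12 were lower and none higher at 24 h, 14 lower and 1 higher at 48 h, and 12 lower and 2 higher at 72 h. Adjusted over the list alone, these were 13 and none, 16 and 1, and 12 and 3. Actc1, cardiac actin, fell from 11650 ± 1330 CPM in Sham hearts to 1830 ± 359 CPM at 24 h and 1224 ± 249 CPM at 48 h, with log2 fold changes of -2.67 and -3.25 (adjusted p = 3.15e-05 and 1.41e-05). Myl2, a light chain of ventricular myosin, fell by 0.99, 1.45 and 1.51 in log2 at 24, 48 and 72 h (adjusted p = 0.000489, 2.98e-05 and 1.59e-05). The camera adjusted p of the sarcomere list was 0.000814, 1.06e-09 and 4.26e-06, and 0.336, 0.112 and 0.219 with an estimated correlation.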

RNA sequencing analysis demonstrated that 5,607 differentially expressed genes (DEGs) were significantly changed in hearts after CLP treatment at least at one time point compared with sham controls (*p* < 0.05, FC > 2). Among them, 1,701, 1,242, and 1,365 genes were significantly upregulated, whereas 1,960, 1,181, and 1,271 genes were downregulated at 24, 48, and 72 h, respectively (Figures 2B,C).

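At 24 h after CLP, 1192 genes were higher and 1497 lower than in Sham hearts at an adjusted p under 0.05 from edgeR and a log2 fold change of at least 1 in size. The counts were 843 and 711 at 48 h and 901 and 774 at 72 h, and 3632 genes passed at 1 time or more. At all 3 times 418 genes were higher and 347 lower, while 555 were higher and 940 lower at 24 h without passing later. The difference between time points was tested as well. Each time point holds other mice, and the paper reports deaths after CLP. Later hearts thus come only from mice that lived that long, and the comparison cannot tell survival from change over time. Between 24 and 72 h, 1002 genes rose and 661 fell, and between 24 and 48 h 755 rose and 429 fell. All 3 comparisons use the same Sham libraries, which by itself correlates their log2 fold changes (0.51 between 24 and 48 h in simulated counts without a change, where no gene was called at both). With the Sham libraries divided between the comparisons, 338 genes were higher and 302 lower at both 24 and 48 h, against 39.4 higher expected for independent comparisons. The same division gave 276 higher and 217 lower at both 24 and 72 h, and 283 higher and 257 lower at both 48 and 72 h.
Sh2d5 encodes an adaptor protein and was raised at 24 h, with 0.182 ± 0.102 CPM (SD, n = 5) in Sham hearts, where replicate 5 was the highest at 0.363 CPM, and a log2 fold change of 7.34 at 24 h (SE 0.72, adjusted p = 5.33e-07). At 72 h it had 0.431 ± 0.247 CPM, with replicate 2 the lowest at 0 CPM, and the log2 fold change from 24 to 72 h was -6.10 (SE 0.67, adjusted p = 5.05e-06). Gdf15, a hormone released by stressed tissue, had 2.60 ± 1.24 CPM in Sham hearts, a log2 fold change of -0.99 at 24 h that did not pass the test (adjusted p = 0.214), and 101 ± 80.6 CPM at 72 h. From 24 to 72 h it rose by a log2 fold change of 6.27 (SE 0.70, adjusted p = 5.91e-06). Synpo2l encodes a protein of the sarcomeric Z-disc and fell by 2.43 in log2 at 24 h (adjusted p = 0.000274), then stood 2.76 above Sham at 72 h (adjusted p = 0.000135).
Many genes of oxidative phosphorylation and calcium cycling were lower at 48 and 72 h after CLP. Of 39 nuclear genes of oxidative phosphorylation, 21 were lower at 48 h and 28 at 72 h and none was higher, and 29 were lower at each time when adjusted over the list alone. At 24 h 5 were lower (1 when adjusted over the list alone). The camera adjusted p was 7.60e-08 at 48 h and 7.76e-16 at 72 h, and 0.327 and 0.143 with an estimated correlation. Ndufs4, a subunit of respiratory complex I, fell from 298 ± 18.1 CPM in Sham hearts to 183 ± 21.4 CPM at 48 h and 145 ± 30.8 CPM at 72 h (adjusted p = 0.000189 and 4.22e-06). Genes of fatty acid uptake and oxidation went both ways, with 7 of 28 higher and 5 lower at 24 h, 10 and 5 at 48 h, and 6 and 7 at 72 h (7 and 5, 11 and 5, and 8 and 8 when adjusted over the list alone), and camera adjusted p = 0.522, 0.0654 and 0.750. Of 24 calcium handling and ion channel genes, 4 were higher and 11 lower at 24 h, and 14 and 16 were lower and none higher at 48 and 72 h. Adjusted over the list alone, these were 4 and 12, 1 and 14, and 1 and 16. The list had camera adjusted p = 0.0152, 8.34e-08 and 1.06e-09, and 0.336, 0.0820 and 0.0527 with an estimated correlation. Ryr2, the calcium release channel, fell from 1537 ± 227 to 864 ± 54.4 CPM at 72 h, a log2 fold change of -0.83 (SE 0.09, adjusted p = 3.25e-06). Cacna2d1, a calcium channel subunit, fell by 1.25 in log2 over the same time (SE 0.13, adjusted p = 2.24e-06). Of 34 cytosolic ribosomal proteins, 17, 30 and 32 were higher at 24, 48 and 72 h and none was lower (19, 32 and 33 when adjusted over the list alone). Rpl4, one of them, rose by 0.26, 0.44 and 0.69 in log2 (adjusted p = 0.00402, 7.43e-05 and 7.89e-07). For this list camera gave adjusted p = 0.00114, 2.15e-10 and 8.36e-22, and 0.554, 0.297 and 0.112 with an estimated correlation.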

**FIGURE 2:**
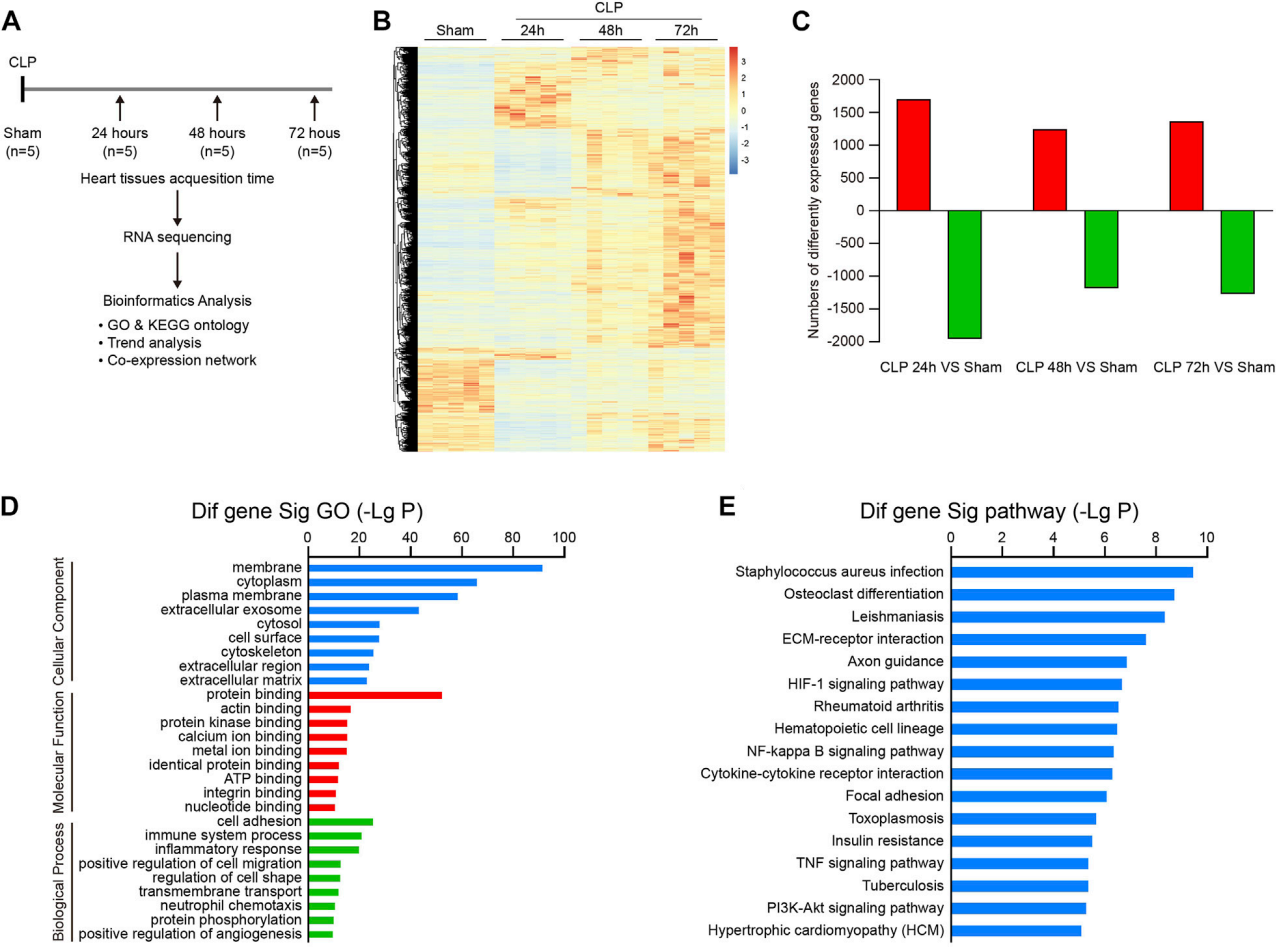
Analysis of gene ontology (GO) terms and KEGG pathways in septic hearts. **(A)** Schematic diagram of the experimental design for RNA sequencing analysis. **(B)** The heat map of differentially expressed genes (DEGs) between septic myocardium and sham control at 24, 48, and 72 h (n = 5 per group). The red or blue color represents upregulation or downregulation of genes, respectively. **(C)** Quantification of significantly upregulated or downregulated genes. **(D)** GO enrichment analysis of DEGs involved in cellular components, molecular functions, and biological processes in hearts after CLP operation. **(E)** KEGG pathways enrichment analysis of DEGs in septic hearts.

We next performed GO enrichment and pathway enrichment analysis to identify biologically significant genes in mouse heart after CLP. GO analysis grouped 5,607 DEGs into 3 distinct categories: cellular component, molecular function, and biological process (Figure 2D). Among them, membrane, cytoplasm, and plasma membrane were the top 3 cellular component terms, whereas protein binding was the most significant term in the molecular function group (Figure 2D). 

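RNA of an endothelial selectin, of chemokines and of NF-kB targets was higher at 24 h, and RNA of macrophage markers was higher at 48 and 72 h. Selp encodes P-selectin, with which activated endothelium captures leukocytes, and lies on chromosome 1 from 164115264 to 164150026 (ENSMUSG00000026580). It had 0.797 ± 0.405 CPM (SD, n = 5) in Sham hearts and 148 ± 105 CPM at 24 h, a log2 fold change of 7.54 (SE 0.83, adjusted p = 1.85e-06 from edgeR). At 72 h it had 5.17 ± 3.41 CPM, down by 4.84 in log2 from 24 h (SE 0.72, adjusted p = 8.99e-05). Cxcl2, a chemokine that attracts neutrophils, rose from 0.287 ± 0.208 to 20.7 ± 16.8 CPM at 24 h (log2 fold change 6.15, SE 0.71, adjusted p = 2.79e-06). Fpr2 encodes a receptor for bacterial peptides and rose by 6.11, 5.30 and 4.54 in log2 at 24, 48 and 72 h (adjusted p = 3.04e-07, 3.28e-06 and 7.69e-06). Nfkbia, the inhibitor that NF-kB induces against itself, rose from 50.7 ± 7.77 to 245 ± 59.3 CPM at 24 h.
Of 40 inflammatory response genes, 26 were higher and 4 lower at 24 h, 19 higher and 3 lower at 48 h, and 16 higher and 2 lower at 72 h. Adjusted over the list alone, these were 26 and 5, 22 and 3, and 16 and 2. Their camera adjusted p was 1.06e-09, 8.34e-08 and 4.26e-06, and 0.0977, 0.113 and 0.189 with an estimated correlation. Of 28 targets of NF-kB, 24 were higher and 1 lower at 24 h, falling to 14 and 2 at 48 h and 12 and 2 at 72 h (24 and 1, 18 and 2, and 14 and 2 when adjusted over the list alone). Their camera adjusted p was 7.57e-15, 1.00e-05 and 0.000104, and 0.0936, 0.297 and 0.327 with an estimated correlation. Among 30 inflammatory cytokines and chemokines, 20 were higher and 2 lower at 24 h, 12 higher at 48 h and 6 higher at 72 h (22 and 2, 15, and 6 when adjusted over the list alone). The camera adjusted p was 2.32e-06 and 6.46e-05 at 24 and 48 h, and 0.295 and 0.327 with an estimated correlation. For the inflammatory cytokines and chemokines at 72 h it was 0.0143, but 0.0666 without CLP 72 h replicate 3 and 0.553 with an estimated correlation.
Cell adhesion genes went both ways, with 17 of 47 higher and 12 lower at 24 h, 12 and 8 at 48 h, and 13 and 9 at 72 h (18 and 13, 14 and 8, and 14 and 10 when adjusted over the list alone). The camera adjusted p was 0.102, 0.0884 and 0.492, which does not test whether many members changed in either direction. Another test, fry, asks whether members changed in either direction but does not compare them with other genes. It gave adjusted p = 1.9e-14, 7.33e-13 and 3.56e-13. Because fry passed in this way for most lists, it does not set cell adhesion apart. Mcam, an adhesion molecule of vessel walls, rose from 89.3 ± 6.56 to 223 ± 12.4 CPM at 24 h and then fell below Sham, to 60.8 ± 10.0 CPM at 48 h (log2 fold change -0.56, SE 0.11, adjusted p = 0.000812). Itgb2, the beta chain of leukocyte integrins, rose to 41.1 ± 3.71 CPM at 48 h from 10.7 ± 1.49 CPM. Of 27 monocyte and macrophage markers, 8 were higher and 5 lower at 24 h, and 16 and 20 were higher and none lower at 48 and 72 h (10 and 6, 17, and 22 when adjusted over the list alone). Camera gave these markers adjusted p = 1.13e-09 at 48 h and 1.31e-09 at 72 h, and 0.112 at each time with an estimated correlation. C1qa, a complement component made by macrophages, rose by 1.21 in log2 at 48 h and 1.40 at 72 h (adjusted p = 0.000124 and 2.52e-05).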

Cell adhesion, immune system process, inflammatory response, positive regulation of cell migration, and regulation of cell shape represented the top five biological process terms (Figure 2D). Furthermore, KEGG pathway analysis showed that 103 pathways were markedly altered in hearts after CLP, including *staphylococcus aureus* infection, osteoclast differentiation, leishmaniasis, ECM-receptor interaction, and axon guidance (Figure 2E). 

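Genes of these KEGG pathways that changed include ones for complement proteins, antigen presentation, receptors of myeloid cells and matrix adhesion. Cfb encodes complement factor B, which amplifies complement on bacteria, and lies on chromosome 17 from 34856374 to 34862518 (ENSMUSG00000090231). It rose from 3.43 ± 0.882 CPM (SD, n = 5) in Sham hearts to 37.4 ± 8.05 CPM at 24 h and 53.4 ± 16.7 CPM at 48 h, log2 fold changes of 3.44 and 3.96 (SE 0.27 each, adjusted p = 5.52e-08 and 6.35e-08 from edgeR). C3, the central complement component, rose by 1.00, 1.92 and 1.90 in log2 at 24, 48 and 72 h (adjusted p = 0.000396, 2.39e-06 and 1.76e-06). H2-Ab1 presents antigen on MHC class II and fell from 54.4 ± 13.3 to 6.35 ± 1.66 CPM at 24 h, a log2 fold change of -3.10 (SE 0.32, adjusted p = 7.53e-07). Of 13 B cell markers, none was higher and 7, 5 and 1 were lower at 24, 48 and 72 h (7, 10 and 1 when adjusted over the list alone), with a median log2 fold change of -2.13, -2.47 and -1.02 and camera adjusted p = 0.000479, 1.54e-05 and 0.0529 (0.216, 0.127 and 0.446 with an estimated correlation). Of 37 genes of Staphylococcus aureus infection, 17 were higher and 8 lower at 24 h, 18 and 6 at 48 h, and 20 and 5 at 72 h (18 and 11, 19 and 8, and 24 and 6 when adjusted over the list alone). At 48 and 72 h camera gave adjusted p = 5.67e-08 and 4.16e-08, and 0.0820 and 0.0936 with an estimated correlation. At 24 h its adjusted p was 0.327 with an estimated correlation.
Pirb, an inhibitory receptor of myeloid cells, rose from 7.50 ± 0.731 CPM in Sham hearts to 44.1 ± 5.65 CPM at 24 h (log2 fold change 2.56, SE 0.23, adjusted p = 2.40e-07). Acp5, an acid phosphatase of osteoclasts and macrophages, rose by 4.20, 5.45 and 4.84 in log2 at 24, 48 and 72 h (adjusted p = 1.77e-05, 5.77e-06 and 1.05e-05). Of 91 genes of osteoclast differentiation, 32 were higher and 17 lower at 24 h, 30 and 10 at 48 h, and 32 and 14 at 72 h (33 and 17, 33 and 10, and 33 and 14 when adjusted over the list alone). Their camera adjusted p was 0.00532, 8.09e-05 and 0.000257, and 0.297, 0.126 and 0.177 with an estimated correlation. Of 59 genes of leishmaniasis, 25 were higher and 12 lower at 24 h, 19 and 9 at 48 h, and 18 and 10 at 72 h (28 and 13, 22 and 10, and 20 and 11 when adjusted over the list alone). Camera gave them adjusted p = 0.382, 0.297 and 0.344 with an estimated correlation. H2-Aa, the other chain of the same MHC class II molecule, fell by 3.13, 3.27 and 2.42 in log2 (adjusted p = 4.55e-06, 8.56e-06 and 7.47e-05). The neutrophil markers, which share receptors with these pathways, stood at a median log2 fold change of 4.17, 5.48 and 6.17.
ECM-receptor genes went both ways, with 17 of 67 higher and 24 lower at 24 h, 11 and 14 at 48 h, and 14 and 19 at 72 h (18 and 26, 13 and 14, and 15 and 21 when adjusted over the list alone). Itga8, an integrin chain of vessel and stromal cells, fell from 14.4 ± 2.04 to 2.44 ± 0.562 CPM at 24 h, a log2 fold change of -2.56 (SE 0.23, adjusted p = 1.98e-07). Col6a1, a chain of collagen VI, fell by 2.04 in log2 at 24 h (adjusted p = 5.40e-07), whereas Itgb5, a receptor chain for vitronectin, stood 0.86, 0.86 and 1.01 above Sham (adjusted p = 3.33e-05, 7.30e-05 and 1.25e-05). Of 64 axon guidance genes, 17 were higher and 25 lower at 24 h, 11 and 15 at 48 h, and 10 and 22 at 72 h (18 and 27, 11 and 16, and 10 and 22 when adjusted over the list alone). Sema7a, a membrane semaphorin that also acts on leukocytes, rose from 58.6 ± 4.55 to 269 ± 19.1 CPM at 24 h (log2 fold change 2.20, SE 0.14, adjusted p = 1.29e-08). Ephb3, a receptor that guides cells at contacts, fell from 17.0 ± 1.41 to 1.86 ± 0.647 CPM (log2 fold change -3.19, SE 0.33, adjusted p = 8.37e-07). The camera adjusted p was 0.299, 0.750 and 0.209 for ECM-receptor interaction and 0.305, 0.194 and 0.130 for axon guidance. For a shift in 1 direction, down, fry gave adjusted p = 0.0153, 0.647 and 0.0469 for ECM-receptor interaction. For axon guidance these were 0.00119, 0.00579 and 0.0013. In either direction fry gave adjusted p from 1.17e-14 to 1.02e-12 for these lists, without a comparison with other genes. The paper's enrichment took genes higher and lower together, which camera does not test. Of all 17142 genes tested, 2828 were higher and 2986 lower at 24 h. At 48 h these were 2198 and 1962, and at 72 h 2490 and 2132.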

Our data suggest that these GO terms and pathways may participate in the pathogenesis of sepsis-induced myocardial injury and dysfunction.

To evaluate the temporal expression patterns in hearts at 24, 48, and 72 h after CLP surgery, we use hierarchical cluster analysis based on STEM software and statistical methods to obtain trend models related to time patterns and gene groups closely related to trend models. 

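The time course of a gene was taken as the change of its group mean of CPM, without a logarithm, from Sham to 24, 48 and 72 h. Each of the 3632 genes that passed at 1 time or more was assigned to the closest of 50 model profiles, in which each step is at most 2 units up or down. The genes expected in each profile came from all 24 orders of the group means. A profile with more genes than that, at a Bonferroni p under 0.05, was counted as significant. In this way 15 profiles were significant and held 2728 genes. The genes had been chosen for a difference from Sham, while the orders also move the Sham mean. This favors shapes with Sham at an extreme over shapes with Sham in the middle. The test also treats genes that change together as independent. Numbers above or below the expected ones are therefore partly set by the choice of genes. Shapes lowest at 24 h had 1081 genes against 876.8 expected, and shapes that peak at 24 h had 994 against 942.4, of which 893 were in significant profiles. Those that fall or hold at each step had 764 against 454.3, and those that rise or hold 447 against 298.3. Shapes lowest at 48 h had 98 genes against 452.4 expected and shapes that peak at 48 h 248 against 607.3, but 1 of the latter, number 49, was significant with 141 genes against 92.2. Profile numbers come from a set of shapes generated anew and are not known to be the paper's throughout. Cfb and Acp5 were among the genes highest at 48 h, with Itgam, the alpha chain of a leukocyte integrin, and Sema3g, a semaphorin of vessels.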

A total of 5,605 DEGs were classified into 50 profiles, of which 15 profiles (No. 42, 29, 40, 48, 18, 7, 21, 45, 5, 12, 46, 4, 2, 17, and 35) containing 4,527 genes were significantly modified (Figure 3). Furthermore, the expression patterns of DEGs in profile No. 42, 29, 40, and 48 continually increased in a time-dependent manner after CLP operation. 

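Among the genes in profiles that rise or hold at each step are ones for a neutrophil protein, a stress-response protein, a complement component and a receptor of the proteasome. S100a8, the partner of S100a9 in calprotectin, lies on chromosome 3 from 90668978 to 90670035 (ENSMUSG00000056054). It had 0.112 ± 0.152 CPM (SD, n = 5) in Sham hearts, 7.81 ± 2.15 CPM at 24 h, 14.9 ± 10.9 CPM at 48 h and 23.8 ± 22.7 CPM at 72 h. All log2 fold changes from Sham passed, at 6.10, 7.03 and 7.70 (adjusted p = 3.78e-05, 2.84e-05 and 1.13e-05 from edgeR), while the step from 24 to 72 h did not (log2 fold change 1.60, SE 0.68, adjusted p = 0.0972, and 0.0252 without scaling for library size). Gadd45b, which a cell induces under stress, had 4.05 ± 1.06 CPM in Sham hearts and reached 23.8 ± 7.79 CPM at 72 h, and its rise from 24 to 72 h was 1.17 in log2 (SE 0.25, adjusted p = 0.00191). Psmd4, the ubiquitin receptor of the proteasome, rose by 0.90, 1.07 and 1.45 in log2 at 24, 48 and 72 h (adjusted p = 5.33e-05, 2.35e-05 and 1.06e-06). Between 24 and 72 h its rise was 0.54 (SE 0.14, adjusted p = 0.00672, and 0.0630 in a fit of these groups alone). C4b, a complement component, went from 17.7 ± 5.05 to 132 ± 28.3 CPM at 72 h and rose by 1.55 in log2 after 24 h (SE 0.18, adjusted p = 6.92e-06). Shapes that rise or hold at each step had 375 genes in 3 significant profiles, numbers 29, 42 and 48 with 111, 152 and 112 genes, in which S100a8, Gadd45b and C4b belong to 42 and Psmd4 to 48. Profile 40, with 72 genes, was not significant. Monocyte and macrophage markers had a median log2 fold change of 0.08 at 24 h, 1.23 at 48 h and 1.40 at 72 h.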

The expression of genes in profile NO. 46 increased with 2 peaks at 24 and 72 h. The expression of DEGs in profile NO. 45 and 35 increased with a peak at 24 h, and then decreased at 48 and 72 h. 

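Genes whose RNA peaked at 24 h include some that hormones or cytokines induce. Mt1 encodes metallothionein 1, which binds zinc and is induced by glucocorticoids, and lies on chromosome 8 from 94179082 to 94180327 (ENSMUSG00000031765). It had 73.6 ± 21.0 CPM (SD, n = 5) in Sham hearts, 2204 ± 254 CPM at 24 h, 1165 ± 263 CPM at 48 h and 748 ± 288 CPM at 72 h. The fall from 24 to 72 h was -1.56 in log2 (SE 0.29, adjusted p = 0.000628 from edgeR). Socs3, which cytokines induce to damp their own signal, went from 6.22 ± 1.11 to 276 ± 165 CPM at 24 h and lost 2.90 in log2 by 72 h (SE 0.42, adjusted p = 6.73e-05). Sema3f, a secreted semaphorin, went from 14.5 ± 3.22 to 161 ± 33.2 CPM at 24 h and had 20.3 ± 6.70 CPM at 72 h, which did not pass (adjusted p = 0.243, but 0.0462 when scaled by the FPKM divisor and 0.00823 without scaling). Fbxo32, a ubiquitin ligase of muscle wasting, rose by 2.12, 1.36 and 0.87 in log2 at 24, 48 and 72 h (adjusted p = 6.68e-07, 0.000112 and 0.00361). Of 19 glucocorticoid targets, 14, 13 and 12 were higher at 24, 48 and 72 h and none was lower (14 higher at each time and 1 lower at 24 h when adjusted over the list alone), and the list's median did not peak at 24 h, at 1.47, 1.42 and 1.48. Their camera adjusted p was 1.00e-12, 9.43e-15 and 2.05e-11, and 0.0458, 0.0392 and 0.0527 with an estimated correlation. Profile 35 held 339 genes, Socs3 and Sema3f among them, and profile 45 held 250, among them Mt1.
Profile 46 has a dip at 48 h and held 87 genes. Among them is Tgfbr2, a receptor for TGF-beta, with 47.3 ± 5.21 CPM in Sham hearts and log2 fold changes of 1.74, 1.47 and 1.76 at 24, 48 and 72 h (adjusted p = 2.33e-06, 3.04e-05 and 4.50e-06). Neither its change from 24 to 48 h (log2 fold change -0.27, SE 0.19, adjusted p = 0.389) nor that from 48 to 72 h (0.30, SE 0.19, adjusted p = 0.582) passed the test.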

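Genes whose RNA was lowest at 24 h include one of the matrix, one of macrophages and one of the intercalated disc. Lum encodes lumican, a proteoglycan that spaces collagen fibrils, and lies on chromosome 10 from 97565128 to 97572703 (ENSMUSG00000036446). It fell from 136 ± 22.8 CPM (SD, n = 5) in Sham hearts to 29.6 ± 7.31 CPM at 24 h, a log2 fold change of -2.19 (SE 0.19, adjusted p = 1.38e-07 from edgeR). It was at 67.4 ± 16.0 CPM at 72 h, up by 1.19 in log2 from 24 h (SE 0.18, adjusted p = 0.000125). Of 19 fibroblast markers, 8 were lower and 1 higher at 24 h, 3 and 3 at 48 h, and 7 and 1 at 72 h (8 and 2, 3 and 4, and 7 and 3 when adjusted over the list alone). Csf1r, the growth factor receptor of macrophages, went from 78.9 ± 5.36 CPM to 32.5 ± 9.70 CPM at 24 h and 114 ± 23.4 CPM at 72 h, a rise of 1.81 in log2 between those times (SE 0.18, adjusted p = 1.92e-06). Xirp2, an actin-binding protein of the intercalated disc, fell by 1.68 in log2 at 24 h and 1.18 at 48 h (adjusted p = 3.82e-07 and 3.38e-05), and rose by 1.18 between 24 and 72 h (adjusted p = 3.32e-05). Profile 6, to which Lum belongs, held 361 genes, and the other significant profiles lowest at 24 h were 3, with Xirp2 and 145 genes, 7 with 99 and 10 with 111. Profiles 18 and 21 held 45 and 66 genes and were not significant, and Myh7, the slow myosin heavy chain, is in profile 18. It had 1138 ± 321 CPM in Sham hearts and 996 ± 249 CPM at 24 h, a log2 fold change of -0.19 that did not pass (adjusted p = 0.783) and is 0.03 with replicate number as a block, and 23520 ± 11720 CPM at 72 h (log2 fold change 4.37, SE 0.49, adjusted p = 5.00e-06).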

The expression levels of genes in profile No. 18, 17, 21, 5, 4, 2, and 17 were declined at 24 h, and gradually increased at 48 and 72 h. The expression of DEGs in profile No. 12 was continually declined at all time points after CLP (Figure 4).

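RNA that stood further below Sham at each later time includes the main myosin of the adult mouse heart and a pacemaker channel. Myh6, the fast myosin heavy chain, lies on chromosome 14 from 54941921 to 54966927 (ENSMUSG00000040752). It had 27560 ± 1836 CPM (SD, n = 5) in Sham hearts, 24460 ± 1549 CPM at 24 h, 15470 ± 3210 CPM at 48 h and 10170 ± 2571 CPM at 72 h. At 24 h the change did not pass (adjusted p = 0.448 from edgeR), and from 24 to 72 h it was -1.27 in log2 (SE 0.16, adjusted p = 2.06e-05). Igsf1, a membrane glycoprotein, went from 40.6 ± 3.14 to 10.9 ± 2.13, 2.76 ± 1.49 and 1.76 ± 1.29 CPM, with replicate 2 the highest of the 72 h libraries at 4.01 CPM. Its fall from 24 to 72 h was -2.62 in log2 (SE 0.40, adjusted p = 0.000120). Hcn4, the channel that paces the heart, fell by 1.39, 1.98 and 2.26 in log2 at 24, 48 and 72 h (adjusted p = 0.00144, 0.000133 and 3.38e-05). Of 13 atrial and conduction markers, Hcn4 among them, 1 was higher and 1 lower at 24 h, and 5 were lower and none higher at 48 and 72 h (none and 1, none and 5, and none and 6 when adjusted over the list alone). Their median log2 fold change was -0.45, -1.04 and -1.53, with camera adjusted p = 0.750, 0.0143 and 0.00307 (0.876, 0.297 and 0.219 with an estimated correlation). Tnni3, cardiac troponin I, fell by 0.52, 0.89 and 1.20 in log2 (adjusted p = 0.00886, 0.000194 and 9.36e-06). Shapes that fall or hold at each step had 603 genes in 2 significant profiles, number 2 with 523 genes, in which the fall is complete by 24 h, and number 13 with 80.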

**FIGURE 3:**
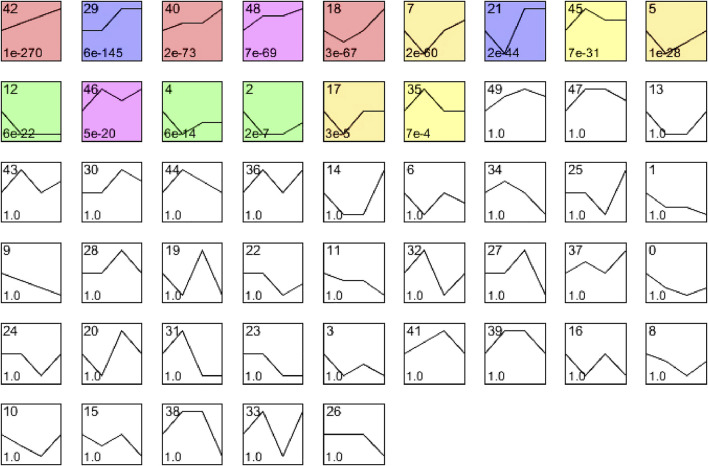
The cluster analysis of DEGs in septic myocardium. Mice were subjected to CLP for 24, 48, and 72 h (n = 5 per group). Based on temporal expression profile similarity, 5,607 DEGs were grouped into 50 gene expression profiles, of which 15 profiles (No. 42, 29, 40, 48, 18, 7, 21, 45, 5, 12, 46, 4, 2, 17, and 35) were significantly altered between septic heart and sham control (colored boxes).

**FIGURE 4:**
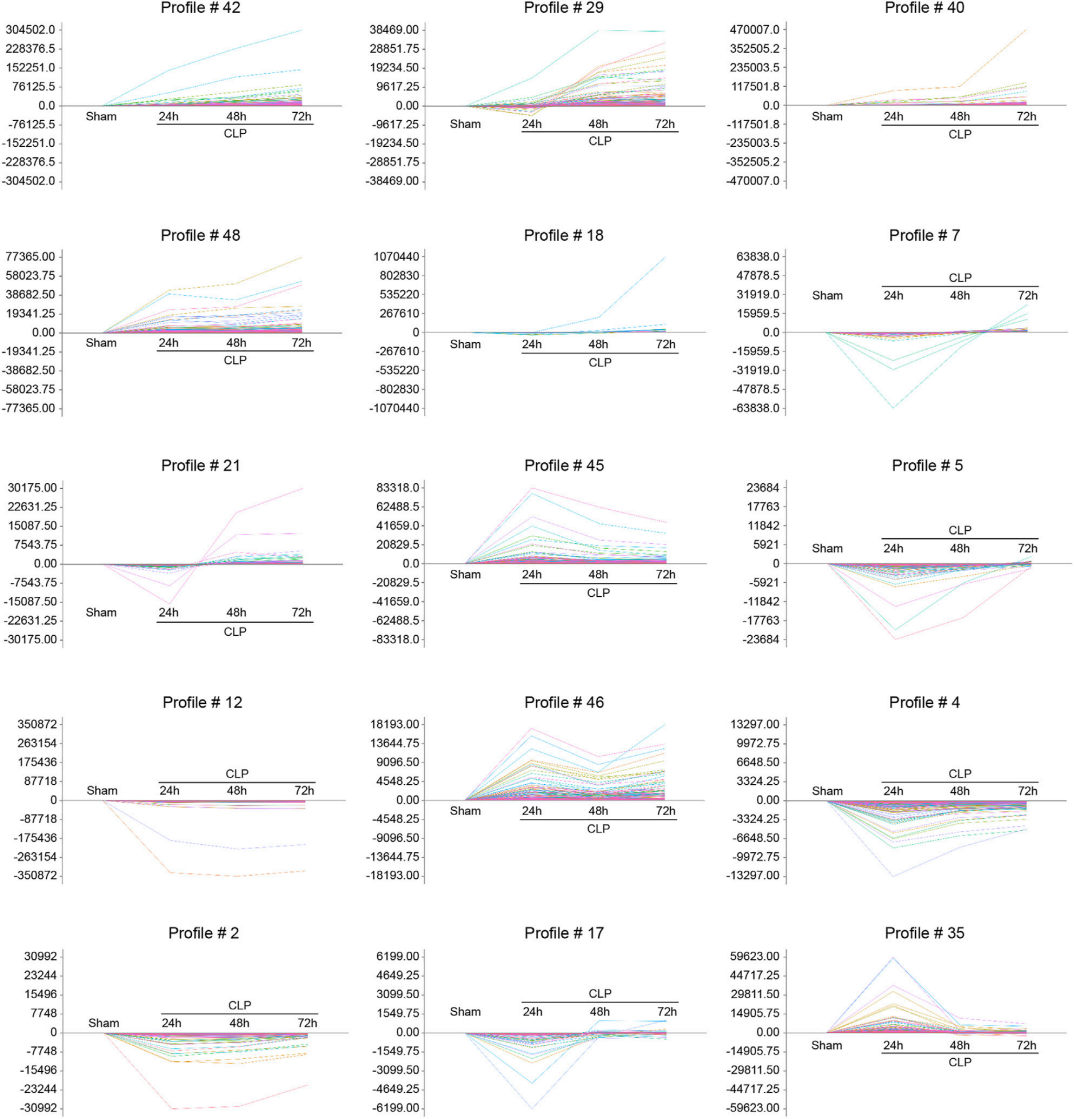
The time-series analysis of co-expressed DEGs during sepsis-induced cardiac injury. Mice were subjected to CLP for 24, 48, and 72 h (n = 5 per group). Gene expression trend analysis was utilized to identify the gene expression patterns of DEGs in 15 profiles (No. 42, 29, 40, 48, 18, 7, 21, 45, 5, 12, 46, 4, 2, 17, and 35) in the heart after CLP surgery at different time points. The vertical axis represents the gene expression levels, and the horizontal axis demonstrates the time points.

### Verification of Gene Expression in the Heart During Sepsis

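Septic hearts gained RNA of neutrophil proteins, of a chemokine that draws neutrophils in and of the endothelial molecule they adhere to. S100a9, a calcium-binding protein of neutrophils, lies on chromosome 3 from 90692632 to 90695721 (ENSMUSG00000056071). It had 0.491 ± 0.496 CPM (SD, n = 5) in Sham hearts, 18.3 ± 6.55 CPM at 24 h, 31.8 ± 23.7 CPM at 48 h, with replicate 3 the highest at 73.3 CPM, and 61.6 ± 50.0 CPM at 72 h. The log2 fold changes were 5.20, 5.99 and 6.95 (SE 0.75, 0.77 and 0.80, adjusted p = 3.03e-05, 2.35e-05 and 6.33e-06 from edgeR). Cxcr2, the receptor that guides neutrophils, had 0.122 ± 0.170 CPM in Sham hearts, 2.29 ± 1.13 CPM at 48 h and 4.03 ± 3.32 CPM at 72 h, log2 fold changes of 4.19 and 5.01 (adjusted p = 0.00280 and 0.000683). At 24 h its log2 fold change was 2.87 (SE 0.90, adjusted p = 0.0192). Cxcl1, a ligand of Cxcr2, rose from 1.51 ± 0.589 to 49.3 ± 37.9 CPM at 24 h (log2 fold change 5.02, SE 0.59, adjusted p = 3.46e-06) and fell by 3.31 in log2 from 24 to 72 h (SE 0.54, adjusted p = 0.000197). Itgam, which with Itgb2 forms the leukocyte integrin that binds Icam1, went from 5.30 ± 3.13 CPM to 160 ± 30.8 CPM at 48 h and 87.6 ± 60.1 CPM at 72 h. Its log2 fold changes were 4.33, 4.91 and 4.05 (adjusted p = 1.24e-06, 1.62e-06 and 5.00e-06). Icam1, the adhesion molecule on endothelium, rose from 9.23 ± 0.403 to 254 ± 201 CPM at 24 h and fell by 3.11 in log2 by 72 h (SE 0.49, adjusted p = 0.000147). At 48 and 72 h Icam1 stood 1.96 and 1.68 above Sham in log2 (adjusted p = 0.00488 and 0.0113) and Cxcl1 2.39 and 1.72 (adjusted p = 0.00265 and 0.0184). Some of these calls depended on the fit: Cxcr2 at 24 h had adjusted p = 0.475 and 0.0572 in limma fits of FPKM with 1 or 0.1 added, and Cxcl1 had 0.0520 at 48 h and 0.154 at 72 h with limma's voom quality weights. At 72 h Cxcl1 also had 0.108 in the FPKM fit with 1 added and 0.111 without the 3 libraries in which the predicted gene Gm28661 had no count, where Icam1 had 0.0605.

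**Figure D2:**
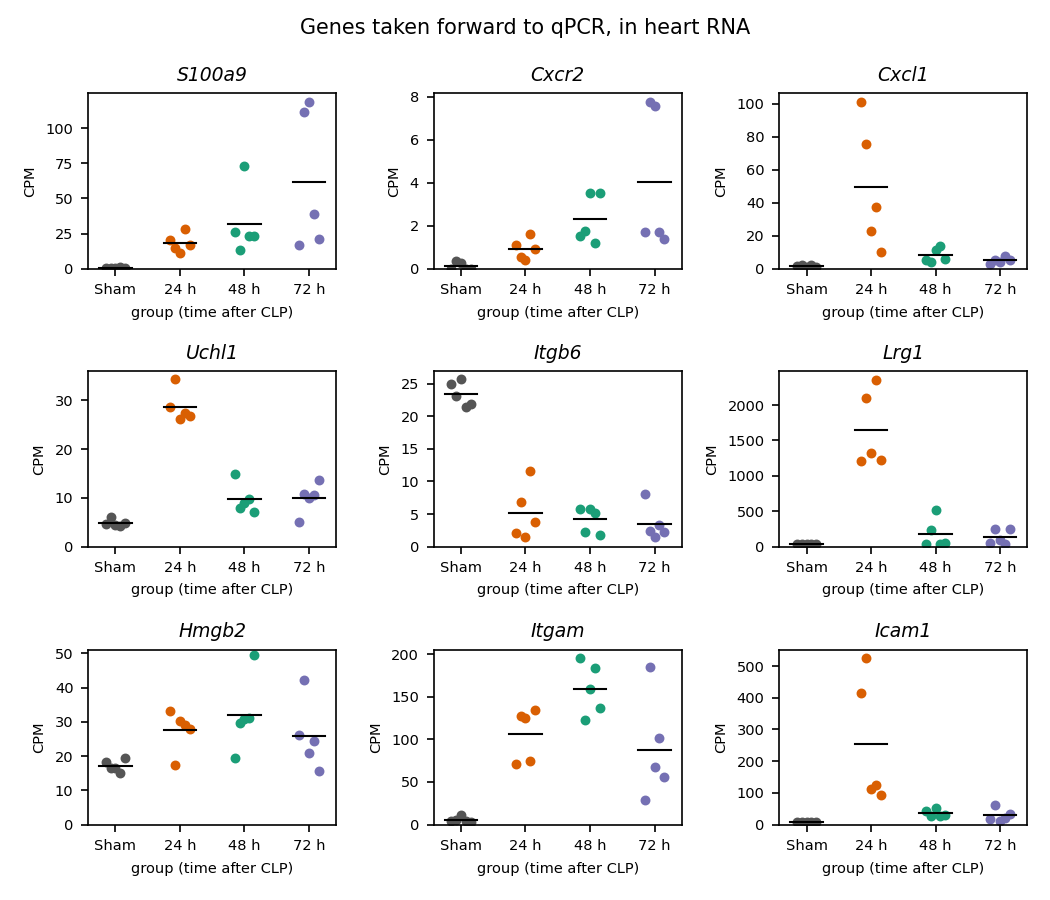
Each point is the CPM of 1 gene in 1 mouse heart, by group and hours after CLP, and each black line is the group mean. S100a9 has a mean of 0.491 CPM in Sham hearts and 61.6 CPM at 72 h, whereas Itgb6 has 23.4 CPM in Sham hearts and 3.49 CPM at 72 h.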

To validate the results from RNA sequencing analysis, we further performed qPCR to evaluate 10 genes randomly selected from significant and non-significant profiles, including S100a9 (profile #40), Cxcr2 (profile #42), Cxcl1 (profile #35), Uchl1 (profile #45), Ace2 (profile #49), Itgb6 (profile #12), Lrg1 (profile #35), Hmgb2 (profile #49), Itgam (profile #49), and Icam-1 (profile #35). 

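Other genes taken to qPCR encode a secreted glycoprotein, a deubiquitinase, an epithelial integrin chain and a chromatin protein. Lrg1, a leucine-rich glycoprotein of the acute phase, lies on chromosome 17 from 56119678 to 56122001 (ENSMUSG00000037095). It rose from 32.5 ± 1.59 CPM (SD, n = 5) in Sham hearts to 1643 ± 546 CPM at 24 h, a log2 fold change of 5.66 (SE 0.79, adjusted p = 2.13e-05 from edgeR). Uchl1, which removes ubiquitin from proteins, rose from 4.84 ± 0.785 to 28.7 ± 3.33 CPM at 24 h and stood at 10.0 ± 3.09 CPM at 72 h, log2 fold changes of 2.57 and 1.05 (adjusted p = 2.22e-07 and 0.00154). Itgb6, an integrin chain that activates TGF-beta, fell from 23.4 ± 1.88 CPM to 5.16 ± 4.17, 4.17 ± 1.98 and 3.49 ± 2.65 CPM at 24, 48 and 72 h, with replicate 2 the highest of the 72 h libraries at 8.10 CPM. Its log2 fold changes were -2.18, -2.49 and -2.75 (adjusted p = 0.00371, 0.00233 and 0.000923). Hmgb2, which bends DNA, had 17.1 ± 1.78 CPM in Sham hearts and 32.1 ± 10.8 CPM at 48 h, with log2 fold changes of 0.69, 0.91 and 0.60 (adjusted p = 0.0369, 0.0109 and 0.0792). In all 27 pairs of a time and one of the 9 reported genes other than PI3K subunits, the log2 fold change had the direction of the paper's qPCR values, and 26 passed the test, all but Hmgb2 at 72 h. Pik3r5 also had that direction at each time, as did Pik3r1 at 48 and 72 h, while Pik3r1 at 24 h did not (0.17 in log2 by qPCR and -0.03 here).
Some calls near the threshold were lost in other fits. Lrg1 at 48 h had a log2 fold change of 2.45 (adjusted p = 0.0127), but 1.55 without CLP 48 h replicate 3 (adjusted p = 0.0667), and did not pass with replicate number as a block (0.0656), with voom quality weights (0.0766) or without the libraries with Gm28661 at 0 (0.0525). Lrg1 at 72 h had 2.05 (adjusted p = 0.0292) and did not pass without any 1 of Sham replicates 1 to 5 (0.0542 to 0.0586, with log2 fold changes of 2.02 to 2.07), CLP 72 h replicate 3 (0.0790) or 6 (0.0803), nor in those fits (0.160, 0.0727 and 0.0678). Hmgb2 at 24 h kept log2 fold changes of 0.64 to 0.71 but did not pass without Sham replicate 1, 2, 3 or 4 (0.0559, 0.0687, 0.0666 and 0.0802) or CLP 24 h replicate 1, 3 or 5 (0.0706, 0.0716 and 0.0666), nor without the Gm28661 libraries (0.107, and 0.0567 at 48 h).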

As expected, the changes in mRNA expression of these genes were similar to the data from RNA sequencing analysis (Figure 5).

**FIGURE 5:**
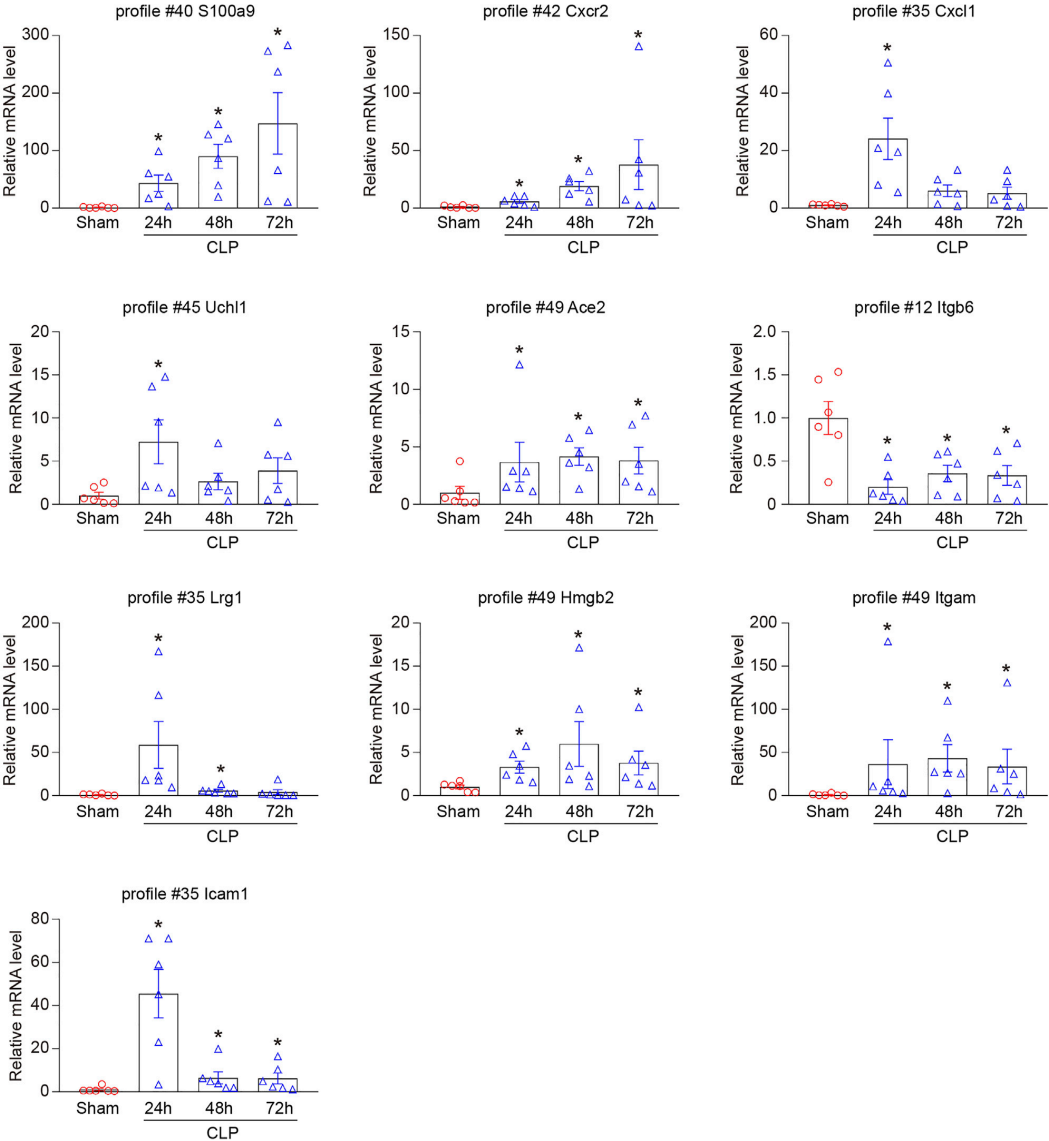
Verification of the selected DEGs in RNA sequencing results. qPCR analyses of the mRNA expression level of 10 DEGs in hearts after CLP operation at different time points (n = 6 per group), including S100a9 (profile #40), Cxcr2 (profile #42), Cxcl1 (profile #35), Uchl1 (profile #45), Ace2 (profile #49), Itgb6 (profile #12), Lrg1 (profile #35), Hmgb2 (profile #49), Itgam (profile #49), and Icam-1 (profile #35). GAPDH as an internal control. The significance of difference between the means of groups was evaluated using One-way ANOVA following Newman-Keuls multiple comparison test. *p < 0.05 versus sham control.

### Analysis of Gene Co-Expression Networks in Heart During Sepsis

To identify the genes that exert central roles in sepsis-induced cardiac injury, 76 candidate genes selected from 15 significant profiles were evaluated using a co-expression analysis. 

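The network joins receptors, kinases and phospholipases of inflammatory and growth signals wherever KEGG pathways link them, so that a gene's neighbors are partners in a pathway and not genes with a shared expression pattern. Class I PI3 kinases, which make a lipid that recruits the kinase AKT, hold 4 of its best-connected genes. In the study's network table, 73 genes were joined by 736 edges from 104 pathways, which made 330 gene pairs. Pik3r1 and Pik3r5, regulatory subunits of PI3K, had 25 distinct neighbors each, the most of any gene, and a degree of 26 when edges in and out are added. The catalytic subunit genes Pik3cd and Pik3cg, and Plcb1, a phospholipase that cleaves the lipid PIP2, which PI3K phosphorylates, had 24 each. The highest k-core, in which every gene has at least 8 neighbors inside the core, held 30 genes. By betweenness, the share of shortest paths through a gene, Pik3r1 and Pik3r5 each had 0.0333, recomputed from the directed edges, and ranked 16, while the study's table gives 0.0340 and 0.0300. Vegfa, a growth factor of vessels, had 0.144, Plcg1, a phospholipase of receptor kinases, 0.0899, Plcb1 0.0737 and Prkcb, a protein kinase C, 0.0699. All 73 genes were tested, and 57 of them were higher or lower at 1 time or more by a log2 fold change of at least 1. At any size of change, 23 were higher and 35 lower at 24 h, 18 and 22 at 48 h, and 20 and 19 at 72 h. Because the study chose these genes on the same hearts, the counts are not independent evidence.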

Based on a k-core algorithm including degree, k-core value, and betweenness centrality, we revealed that phosphoinositide-3-kinase regulatory subunit 1 (Pik3r1) and Pik3r5, which directly interact with 26 neighboring genes, possessed the highest degree and located at the center of the gene network (Figure 6A; Supplementary Table S2). Furthermore, our RNA sequencing results demonstrated that the mRNA levels of Pik3r1 and Pik3r5 were continuously upregulated in hearts during CLP operation (Figure 6B). 

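Class I PI3 kinases pair a catalytic with a regulatory subunit. Pik3r1 encodes p85, which holds the catalytic subunits of growth factor and cytokine receptors, and Pik3r5 encodes p101, which couples the gamma isoform to G proteins. Pik3r5 lies on chromosome 11 from 68432121 to 68497849 (ENSMUSG00000020901). It rose from 1.78 ± 0.642 CPM (SD, n = 5) in Sham hearts to 22.7 ± 10.4 CPM at 24 h, 15.4 ± 5.14 CPM at 48 h and 12.1 ± 6.02 CPM at 72 h. Its log2 fold changes were 3.67, 3.11 and 2.76 (SE 0.44, 0.43 and 0.43, adjusted p = 4.79e-06, 4.66e-05 and 9.57e-05 from edgeR), and the change from 24 to 72 h did not pass (-0.91, SE 0.40, adjusted p = 0.108). In an exact permutation test of its CPM against Sham, the two-sided p was 0.00794 at each time, the smallest that 5 mice against 5 allow.
Pik3r1 lies on chromosome 13 from 101680563 to 101768217 (ENSMUSG00000041417) and had 171 ± 30.4 CPM in Sham hearts, 167 ± 47.1 CPM at 24 h, 203 ± 45.2 CPM at 48 h and 283 ± 115 CPM at 72 h. At 24 h its log2 fold change was -0.03 (adjusted p = 0.939), with the sign reversed in the FPKM fits (0.01), with the FPKM divisor (0.05), without scaling (0.04) and without Sham replicate 5 (0.08) or CLP 24 h replicate 5 (0.12). At 48 h it was 0.24 (adjusted p = 0.545) and at 72 h 0.73 (SE 0.24, adjusted p = 0.0338). The exact two-sided permutation p was 0.833, 0.278 and 0.0159. The call at 72 h was lost without Sham replicate 1, 2, 3 or 4 (adjusted p = 0.0734, 0.0667, 0.0582 and 0.0782), without CLP 72 h replicate 4 (log2 fold change 0.45, adjusted p = 0.143) or 6 (0.0508), with replicate number as a block (0.127) and without the libraries with Gm28661 at 0 (0.0997).
Among the catalytic subunits, Pik3cd, the delta isoform of leukocytes, went from 7.96 ± 0.888 CPM in Sham hearts to 16.2 ± 2.84 CPM at 48 h and 16.6 ± 3.15 CPM at 72 h (log2 fold changes 1.03 and 1.06, adjusted p = 0.000251 and 0.000148). Pik3cg, the partner of p101, had log2 fold changes of 0.08, 0.87 and 0.73 (adjusted p = 0.881, 0.0452 and 0.0891), and the value at 24 h is negative without Sham replicate 1, CLP 24 h replicate 3 or 6 or the Gm28661 libraries (-0.09, -0.004, -0.02 and -0.06). Its call at 48 h was lost without Sham replicate 1, 2, 4 or 5, CLP 24 h replicate 3, CLP 48 h replicate 1, 2 or 5 or CLP 72 h replicate 4, with adjusted p from 0.0505 to 0.123, and with genes of at least 1 count (0.0745), those groups alone (0.0553) or the Gm28661 libraries left out (0.146). Pik3ca, the alpha isoform, with replicate 2 the lowest of the 48 h libraries at 72.8 CPM, fell by 0.84 in log2 at 72 h (SE 0.17, adjusted p = 0.00106), or by 0.36 without scaling for library size (adjusted p = 0.0811). Of the 9 class I subunits, 1 was higher and 1 lower at 24 h. The counts were 3 and 1 at 48 h and 4 and 2 at 72 h. Adjusted over the list alone, they were 1 and none, 4 and 1, and 5 and 2. Camera gave adjusted p = 0.533, 0.113 and 0.287. For a shift in 1 direction, up, fry gave adjusted p = 0.209, 0.00808 and 0.0366, without a comparison with other genes. Of 24 leukocyte genes, 7 were higher and 2 lower at 24 h, and 17 and 18 were higher and none lower at 48 and 72 h, with a median log2 fold change of 0.24, 1.45 and 1.20 and camera p = 0.0541, 1.24e-14 and 9.67e-12 (0.478, 0.0105 and 0.0233 with an estimated correlation). The paper proposes Pik3r5 as a mediator of the injury. It draws on RNA of Pik3r1 and Pik3r5 in septic hearts, their place in the network and the effect of a PI3K gamma inhibitor. It also reports both RNAs raised in cultured cardiomyocytes given lipopolysaccharide. In its CLP mice, an inhibitor of the alpha, beta and delta isoforms did not significantly lower lethality.

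**Figure D3:**
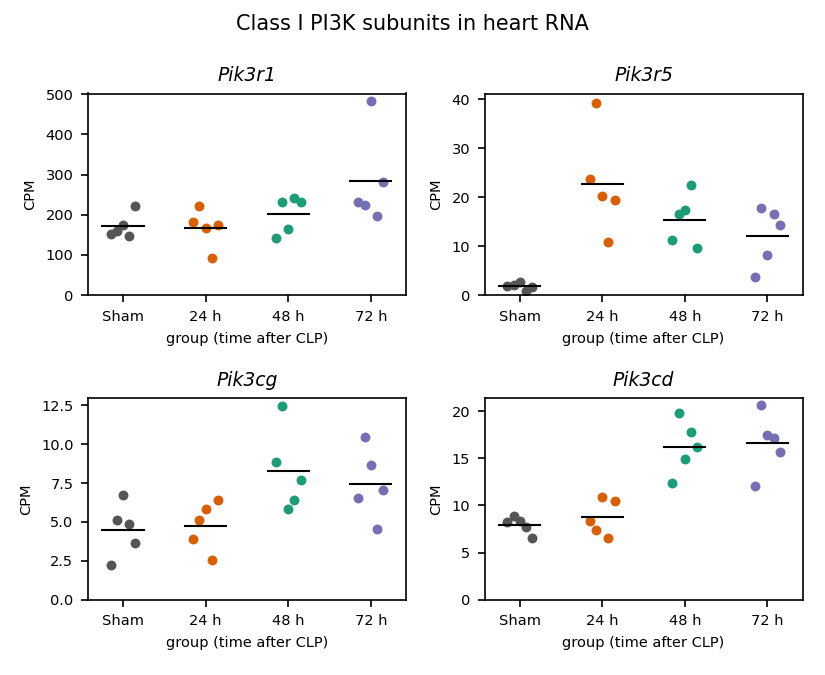
Each point is the CPM of 1 gene in 1 mouse heart, by group and hours after CLP, with a panel for each of Pik3r1, Pik3r5, Pik3cg and Pik3cd, and each black line is the group mean. Pik3r5 has means of 1.78, 22.7, 15.4 and 12.1 CPM, and the mean of Pik3r1 at 24 h, 167 CPM, is below that of Sham at 171 CPM, an order that is reversed without scaling for library size.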

We further performed qPCR analysis to verify the effect of CLP and lipopolysaccharide (LPS) on the expression of Pik3r1 and Pik3r5 *in vivo* and *in vitro*. Accordingly, the mRNA expression levels of Pik3r1 and Pik3r5 were increased in the heart after CLP surgery and in LPS-treated cardiomyocytes (Figure 6C; Supplementary Figure S1).

**FIGURE 6:**
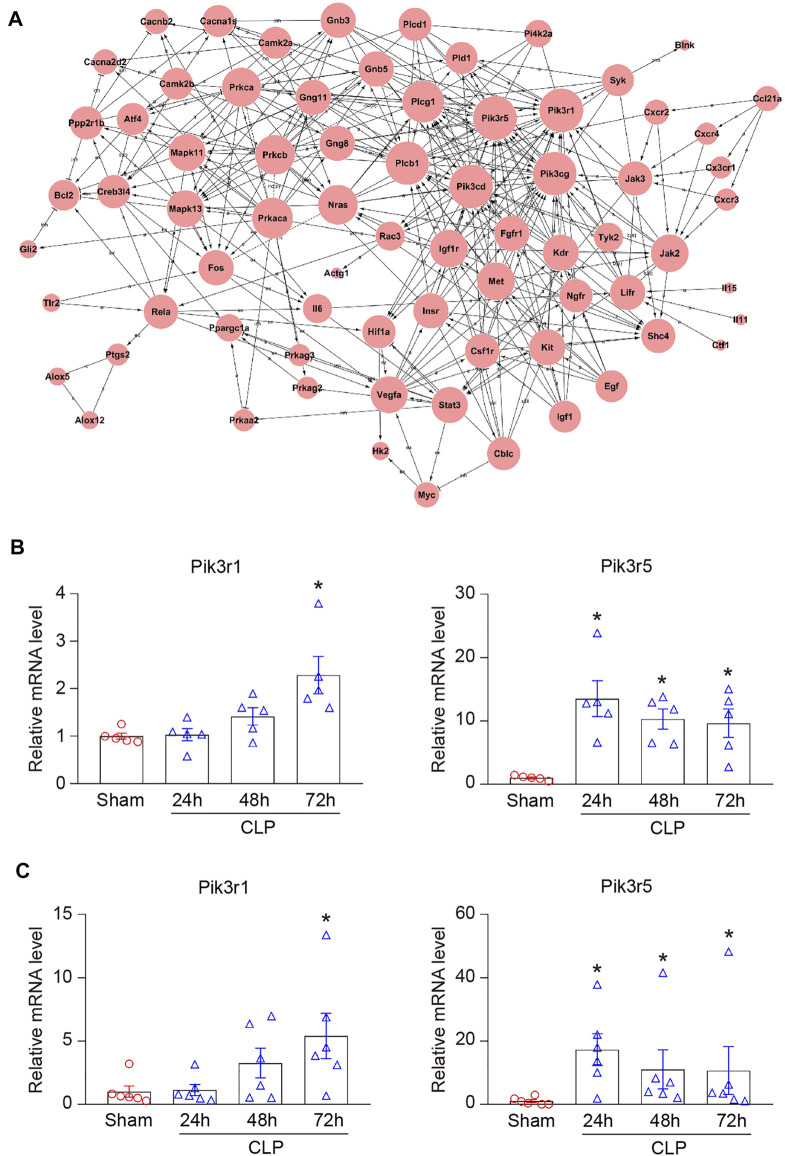
Analysis of gene co-expression network. **(A)** 76 genes selected from 15 significant profiles (No. 42, 29, 40, 48, 18, 7, 21, 45, 5, 12, 46, 4, 2, 17, and 35) were further analyzed using gene co-expression network with k-core algorithm. The cycle node depicts genes, and the edge between two nodes indicates the interaction between genes. **(B)** RNA sequencing analysis of phosphoinositide-3-kinase regulatory subunit 1 (Pik3r1) and Pik3r5 in the heart after CLP surgery at 24, 48, and 72 h (n = 5 per group). **(C)** qPCR analyses of the mRNA expression levels of Pik3r1 and Pik3r5 in septic myocardium (n = 6 per group). GAPDH as an internal control. The significance of difference between the means of groups was evaluated using One-way ANOVA following Newman-Keuls multiple comparison test. *p < 0.05 versus sham control.

To verify the role of Pik3r1 and Pik3r5 in CLP-induced septic cardiomyopathy, mice were treated with the PI3Kα/δ/β inhibitor LY294002 or the PI3Kγ specific inhibitor CZC24832, respectively (Figure 7A). After 72 h CLP surgery, administration of CZC24832 but not LY294002 significantly reduced animal lethality (Figure 7B), which was associated with improvement of cardiac dysfunction (as indicated by EF, FS, and LVID;s) and infiltration of pro-inflammatory cells (demonstrated by H&E and Mac-2 immunohistochemistry staining) (Figures 7C,D). Moreover, LY294002 and CZC24832 markedly downregulated p-AKT protein expression in septic myocardium (Figure 7E). However, treatment of CZC24832 but not LY294002 significantly attenuated CLP-induced NF-κB p65 activation in the heart (Figure 7E). Collectively, these data indicate that Pik3r5 may exert an important role in the regulation of septic cardiomyopathy.

**FIGURE 7:**
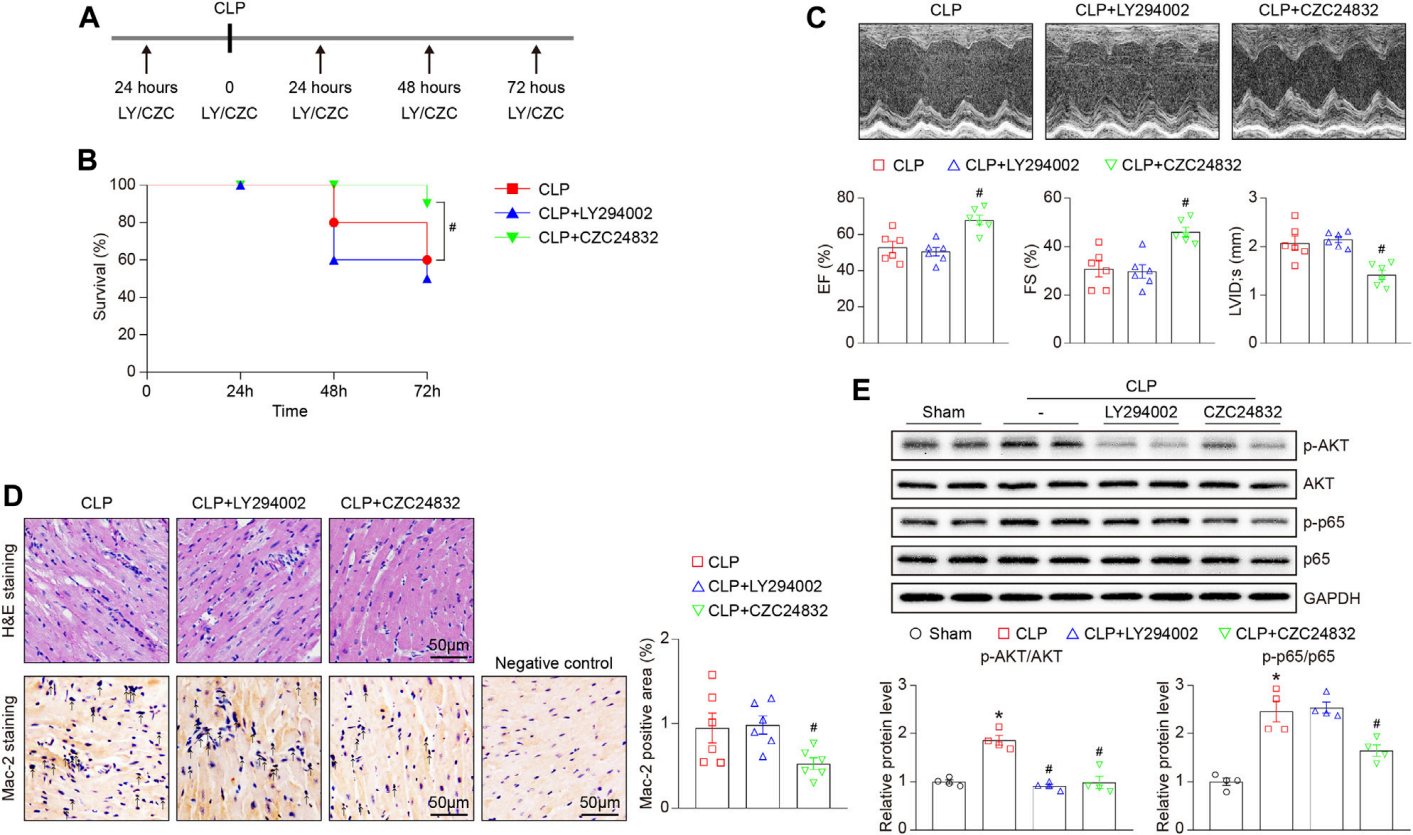
Effects of LY294002 and CZC24832 on CLP-induced septic cardiomyopathy. Mice were pretreated with LY294002 and CZC24832, and then subjected to CLP for 72 h. **(A)** Schematic diagram of the experimental design. **(B)** Kaplan–Meier survival analysis (n = 10 per group). **(C)** Representative M-mode echocardiographic images of left ventricular at 72 h after CLP surgery (top). Quantification of EF%, FS%, and LVID;s (bottom, n = 6 per group). **(D)** Representative images of H&E staining (top) and Mac-2 immunohistochemical staining (bottom) of heart sections. Arrows indicate the Mac-2–positive cells. Scale bar: 50 μm. Quantification of Mac-2–positive cells (right, n = 6 per group). **(E)** Immunoblotting analysis of the protein levels of p-AKT, AKT, p-p65, and p65 in the heart tissues (top). Quantification of the relative protein levels (bottom, n = 4). GAPDH as an internal control. After the normality test (Shapiro–Wilk), the student t-test was used to compare the significant difference between two groups in normal distribution, and the Mann–Whitney test was performed for the data that were not normally distributed. *p < 0.05 versus sham control, ^#^ *p* < 0.05 versus CLP.

## Discussion

In the present study, we used time series transcriptome analysis to identify the dynamic gene expression profiles, GO terms, and signaling pathways during the development of CLP-induced septic cardiomyopathy in mice. Our findings revealed that in the heart in response to 24, 48, and 72 h of CLP surgery, a total of 5,607 genes were differentially expressed, which were associated with the cell adhesion, immune system process, inflammatory response, *Staphylococcus aureus* infection, and osteoclast differentiation. The gene expression pattern analysis demonstrated that these DEGs were classified into 50 profiles, of which 15 profiles (4,527 genes) were significantly altered. Moreover, Pik3r5 was located in the center of the gene co-expression network, and may play an important role in the progression of sepsis-induced cardiac injury.

LV dilatation and decreased EF are characteristic changes in patients with septic cardiomyopathy (Pathan et al., 2004; Cecconi et al., 2018; Ehrman et al., 2018). Sepsis-induced myocardial injury is considered to be a complex pathophysiological process, including interstitial inflammatory infiltrate, mitochondrial dysfunction, apoptosis, reactive oxygen species (ROS), endothelial impairment, and renin-angiotensin system (RAS) (Liu et al., 2017; Beesley et al., 2018). Inflammatory response exerts a key role in the initiation and development of sepsis-induced cardiomyocyte dysfunction. In the early stage of sepsis, pathogen-associated molecular patterns (PAMPs) such as LPS or IFN-γ activate toll-Like receptors (TLRs) and downstream signaling pathways, induce the production of pro-inflammatory cytokines including tumor necrosis factor (TNF)-α, interleukin (IL)-1, and IL-6, and promotes myocardial inflammatory cell infiltration (Liu et al., 2017). In addition, myocardial injury leads to the release of a variety of damage-associated molecular patterns (DAMPs), including S100 protein, ROS, HMGB1, and heat shock proteins, which subsequently aggravate myocardial inflammation and dysfunction (Liu et al., 2017). Several studies have demonstrated that S100a8/a9 initiates LPS-induced cardiac dysfunction by the receptor for advanced glycation end products (Boyd et al., 2008). We and others have revealed that chemokine CXCL1 and its receptor CXCR2 exert a critical role in the accumulation of neutrophils, monocytes, and lymphocytes into the injured heart (Tarzami et al., 2003; Abu Nabah et al., 2007; Wang et al., 2018; Zhang et al., 2020). Intercellular adhesion molecule-1 (ICAM-1) is essential for the leukocyte-dependent myocardial dysfunction in LPS-treated mice (Davani et al., 2006). Furthermore, LPS stimulation enhanced Uchl1 expression in macrophages with a peak at 24 h, and then decreased at 48 h (Huang et al., 2022). Consistent with the recent findings, we found that CLP-induced sepsis led to reducing survival, left ventricular dilatation, cardiac dysfunction, and inflammatory cell infiltration in a time-dependent manner (Figures 1B–D). Accordingly, CLP operation resulted in significantly increased gene expression levels of S100a9, Cxcr2, Cxcl1, ICAM-1, and Uchl1 in hearts (Figure 5). Among them, the mRNA levels of Cxcl1, ICAM-1, and Uchl1 peaked at 24 h and then gradually declined at 48 and 72 h, suggesting that Cxcl1, ICAM-1, and Uchl1 may play an important role in the early stage of CLP-induced septic cardiomyopathy.

Previous studies have reported that several signaling pathways are involved in the pathogenesis of septic cardiomyopathy, including TLRs/MyD88/NF-κB, gp130/JAK/STAT, and PI3K/AKT (Kawai and Akira, 2010; An et al., 2016; Clere-Jehl et al., 2020). For example, it is well known that TLR4 and TLR2 play an important role in mediating the development in sepsis-induced myocardial injury (Spiller et al., 2008; Alves-Filho et al., 2009; Zou et al., 2010). On the contrary, TLR7 upregulates cAMP/PKA/PLN signaling and improves septic cardiomyopathy in LPS-treated mice (Saiyang et al., 2021). In addition to the classic TLRs/MyD88/NF-κB pathway, STING/IRF3/NLRP3 signaling is involved in the LPS-induced cardiac inflammation, apoptosis, and dysfunction (Li N. et al., 2019). However, the precise molecular mechanism of sepsis-induced myocardial impairment is not fully understood. An immune cell-specific study has found that MMP9, ARG1, CXCL3, SOCS3, CCR7, and IL-10 are differentially expressed in T cells and monocytes from sepsis patients compared with healthy individuals (Washburn et al., 2019). The microarray analysis has revealed that NF-κB, JAK/STAT, and MAPK/PI3K signaling pathways are significantly modified in LPS-treated murine myocardium, which contribute to the dysfunctional immune system and inflammation in sepsis-induced cardiac injury (Ashton et al., 2017). Moreover, transcriptomic studies have demonstrated that the gene expression profiles and biological pathways are dynamically altered in the early phrase of CLP (6–24 h) (Rumienczyk et al., 2021), and Wnt signaling is involved in LPS-induced myocardial injury (Chen et al., 2020). To further explore the gene expression profiles in septic cardiomyopathy, we performed time series RNA sequencing analysis in hearts after CLP operation. 

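RNA of the signaling genes Jak2 and Hif1a was higher at 24 h, while that of Plcb1 and Vegfa was lower. Jak2, the kinase of many cytokine receptors, lies on chromosome 19 from 29251828 to 29313080 (ENSMUSG00000024789) and rose from 50.1 ± 7.74 CPM (SD, n = 5) in Sham hearts to 128 ± 15.5 CPM at 24 h. It stood at 74.2 ± 2.35 CPM at 48 h and 65.2 ± 6.79 CPM at 72 h, with replicate 2 the lowest of the 72 h libraries at 53.2 CPM. Its log2 fold changes were 1.35, 0.57 and 0.38 (SE 0.11 each, adjusted p = 7.92e-08, 0.000785 and 0.0128 from edgeR). Plcb1, a phospholipase that G proteins activate, fell from 12.0 ± 2.66 to 3.92 ± 1.41 CPM at 24 h, a log2 fold change of -1.62 (SE 0.22, adjusted p = 1.60e-05), and rose by 2.10 from 24 to 72 h (SE 0.22, adjusted p = 3.95e-06). At 48 and 72 h it stood 0.56 and 0.48 above Sham in log2, which did not pass (adjusted p = 0.0655 and 0.107). Vegfa, the growth factor of vessels, fell by 1.31 in log2 at 24 h and 0.76 at 48 h (SE 0.20 each, adjusted p = 4.88e-05 and 0.00781). At 72 h its log2 fold change was -0.73 (adjusted p = 0.00894), with an adjusted p of 0.0524 when scaled by the FPKM divisor and 0.283 without scaling. Hif1a, the oxygen-sensing transcription factor, rose from 132 ± 16.4 CPM, with replicate 5 the lowest of the Sham libraries at 103 CPM, to 320 ± 60.5 CPM at 24 h (log2 fold change 1.28, SE 0.15, adjusted p = 4.92e-06). It lost 1.15 in log2 from 24 to 72 h (SE 0.15, adjusted p = 3.27e-05) and did not pass against Sham at 48 h (0.01, adjusted p = 0.983, and -0.07 without Sham replicate 5 or -0.11 without CLP 48 h replicate 3) or at 72 h (0.13, adjusted p = 0.603). At 72 h Hif1a passed in the limma fits of FPKM and without TMM, at an adjusted p of 0.00430 to 0.0388. Of 20 hypoxia targets, Hif1a and Vegfa among them, 9 were higher and 7 lower at 24 h, 5 and 5 at 48 h, and 5 and 6 at 72 h (9 and 7, 7 and 6, and 7 and 6 when adjusted over the list alone), with camera adjusted p = 0.622, 0.866 and 0.892.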

Among 5,607 DEGs, Lrg1, Ace2, Itgb6, Hmgb2, Pik3r5, Itgam, Plcb1, Jak2, Vegfa, and Hif1α were associated with the entire course of sepsis-induced myocardial injury, which have been reported previously (Kumagai et al., 2016; Hashida et al., 2017; Narula et al., 2020). For example, Lrg1 (leucine rich alpha-2-glycoprotein 1) plays a key role in TGF-β signaling and cardiac remodeling, and increased serum Lrg1 level is associated with sepsis (Kumagai et al., 2016; Hashida et al., 2017). In keeping with our data, the expression of Lrg1 was highest at 1 day after myocardial infarction and gradually decreased from 4 to 14 days, indicating that Lrg1 may serve as a potential early predictor of cardiovascular diseases such as septic cardiomyopathy (Kumagai et al., 2016). The plasma concentration of RAS regulator Ace2 (angiotensin-converting enzyme 2) is positively correlated with the risk of heart failure, myocardial infarction, and stroke (Narula et al., 2020). Importantly, RNA sequencing and qPCR analysis revealed that PI3K regulatory subunits Pik3r1 and Pik3r5 were markedly upregulated in septic heart at different time points (Figure 6). There are three major classes (I, II, and III) of PI3Ks. Among them, class IA PI3Ks are heterodimeric lipid kinases composed of a regulatory subunit (p85) and a catalytic subunit (p110α, p110β, or p110δ), which are encoded by Pik3ca, Pik3cb, and Pik3cd genes, respectively. Class IB PI3Ks comprise a regulatory p101 subunit and a catalytic p110γ subunit (encoded by Pik3cg) (Vanhaesebroeck et al., 2005). PI3Ks generate lipids that controls several signaling pathways (AKT/eNOS, NADPH oxidase, and TGF-β/Smad), which participate in cardiovascular diseases, including myocardial infarction and diabetes-induced cardiomyopathy (Kim et al., 2008; Pretorius et al., 2009; Lin et al., 2010). As the regulatory subunits, Pik3r1 encodes the p85 protein and binds to the catalytic subunits of Class IA PI3Ks (PI3Kα/δ/β), and Pik3r5 encodes the p101 protein that interacts with the catalytic subunits of Class IB PI3Ks (PI3Kγ) (Vanhaesebroeck et al., 2005). Several studies have shown that PI3K/AKT signaling is involved in LPS-induced inflammation and cardiac dysfunction (Zhang et al., 2007; Zhou et al., 2011; Li et al., 2012). However, the role of different PI3K isoforms in septic cardiomyopathy is unclear. Herein, we revealed that Pik3r1 and Pik3r5 were highly expressed in septic myocardium, and were located in the center of the gene co-expression network (Figure 6). Furthermore, inhibition of PI3Kγ by CZC24832 significantly ameliorated CLP-induced cardiac inflammation and NF-κB activation, whereas the PI3Kα/δ/β inhibitor LY294002 had no significant effect (Figure 7). Thus, our results suggest that Pik3r5 may serve as a key mediator in sepsis-induced myocardial injury.

The limitation of this study is that the precise mechanism of Pik3r1 and Pik3r5 in the pathophysiology of septic cardiomyopathy (such as inflammation, cardiomyocyte calcium handling, and oxidative stress) has not been fully elucidated. Thus, further studies are needed to extrapolate the findings to knockout or transgenic mice and other animal models of sepsis; to explore the molecular mechanism of Pik3r1 and Pik3r5 *in vitro*; and to clarify the cell type-specific mechanisms of septic cardiomyopathy by single-cell RNA sequencing analysis.

Here, using time series RNA sequencing analysis, we found that a total of 5,607 genes were differently expressed in CLP-induced septic myocardium at different time points, and these genes were associated with cell adhesion, immune system process, and inflammatory response. Moreover, we identified that Pik3r1 and Pik3r5 were at the center of the gene co-expression network, and inhibition of PI3Kγ activity had a cardioprotective role in CLP-induced sepsis.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

# Supplementary material for: Time Series Transcriptomic Analysis by RNA Sequencing Reveals a Key Role of PI3K in Sepsis-Induced Myocardial Injury in Mice
**Source:** Front Physiol. 2022 Jun 1;13:903164. doi: 10.3389/fphys.2022.903164
**Supplement:** Supplementary file 1

**Supplementary Table 1**. Primer sequences for RT-PCR analysis

S100A9, S100 calcium binding protein A9; CXCR2, C-X-C motif chemokine receptor 2; CXCL1, C-X-C motif chemokine ligand 1; UCHL1, ubiquitin C-terminal hydrolase L1; ACE2, angiotensin I converting enzyme 2; ITGB6, integrin subunit beta 6; LRG1, leucine rich alpha-2-glycoprotein 1; HMGB2, high mobility group box 2; ITGAM, integrin subunit alpha M; ICAM1, intercellular adhesion molecule 1; PIK3R1, phosphoinositide-3-kinase regulatory subunit 1; PIK3R5, phosphoinositide-3-kinase regulatory subunit 5; GAPDH, glyceraldehyde 3-phosphate dehydrogenase.

| Gene | Forward primer (5’-3’) | Reverse primer (5’-3’) |
| --- | --- | --- |
| S100A9 | ATACTCTAGGAAGGAAGGACACC | TCCATGATGTCATTTATGAGGGC |
| CXCR2 | ATGCCCTCTATTCTGCCAGAT | GTGCTCCGGTTGTATAAGATGAC |
| CXCL1 | CTGGGATTCACCTCAAGAACATC | CAGGGTCAAGGCAAGCCTC |
| UCHL1 | GATGCTGAACAAAGTGTTGGC | GGAGTTTCCGATGGTCTGCTT |
| ACE2 | TCCAGACTCCGATCATCAAGC | GCTCATGGTGTTCAGAATTGTGT |
| ITGB6 | ATGGGGATTGAGCTGGTCTG | GACAGGTGGGTGAAATTCTCC |
| LRG1 | TTGGCAGCATCAAGGAAGC | CAGATGGACAGTGTCGGCA |
| HMGB2 | GCTCGTTATGACAGGGAGATG | TTGCCCTTGGCACGGTATG |
| ITGAM | CCATGACCTTCCAAGAGAATGC | ACCGGCTTGTGCTGTAGTC |
| ICAM1 | GTGATGCTCAGGTATCCATCCA | CACAGTTCTCAAAGCACAGCG |
| PIK3R1 | ACACCACGGTTTGGACTATGG | GGCTACAGTAGTGGGCTTGG |
| PIK3R5 | TGCTCTGGAGCGATGCTTG | ACCTCTTGGGTCTTTTGTAGGA |
| GAPDH | GGTTGTCTCCTGCGACTTCA | GGTGGTCCAGGGTTTCTTACTC |

# Supplementary material for: Time Series Transcriptomic Analysis by RNA Sequencing Reveals a Key Role of PI3K in Sepsis-Induced Myocardial Injury in Mice
**Source:** Front Physiol. 2022 Jun 1;13:903164. doi: 10.3389/fphys.2022.903164
**Supplement:** Supplementary file 2

**Supplementary Figure Legend**

**Supplementary Figure 1** Effect of LPS stimulation on gene expression of Pik3r1 and Pik3r5 *in vitro*. qPCR analyses of the mRNA expression levels of Pik3r1 and Pik3r5 in neonatal rat cardiac myocytes (NRCMs) treated with lipopolysaccharide (LPS, 1 μg/mL) or vehicle (PBS) for 6 hours (n = 6). After the normality test (Shapiro-Wilk), the student t test was used to compare the significant difference between two groups in normal distribution, and the Mann-Whitney test was utilized for the data that were not normally distributed. **P* < 0.05 versus Control.

# Supplementary material for: Time Series Transcriptomic Analysis by RNA Sequencing Reveals a Key Role of PI3K in Sepsis-Induced Myocardial Injury in Mice
**Source:** Front Physiol. 2022 Jun 1;13:903164. doi: 10.3389/fphys.2022.903164
**Supplement:** Supplementary file 4

The raw data are uploaded as ‘Data Sheet’.

The data of gene expression files are available at the Gene Expression Omnibus website under Accession No. GSE171546 (presented in Figure 2, 3, 4, and 6).

# Supplementary material for: Time Series Transcriptomic Analysis by RNA Sequencing Reveals a Key Role of PI3K in Sepsis-Induced Myocardial Injury in Mice
**Source:** Front Physiol. 2022 Jun 1;13:903164. doi: 10.3389/fphys.2022.903164
**Supplement:** Supplementary file 5

**Supplementary Table 2**. Ten genes identified by gene co-expression network with degree, betweenness centrality, and k-core value

| Gene symbol | Gene Title | Degree | Betweenness  Centrality | k-core |
| --- | --- | --- | --- | --- |
| Pik3r1 | phosphoinositide-3-kinase regulatory subunit 1 | 26 | 0.034003726 | 8 |
| Pik3r5 | phosphoinositide-3-kinase regulatory subunit 5 | 26 | 0.029969106 | 8 |
| Pik3cg | phosphatidylinositol-4,5-bisphosphate 3-kinase catalytic subunit gamma | 25 | 0.029669981 | 8 |
| Pik3cd | phosphatidylinositol-4,5-bisphosphate 3-kinase catalytic subunit delta | 25 | 0.032424374 | 8 |
| Plcb1 | phospholipase C beta 1 | 24 | 0.075079978 | 8 |
| Plcg1 | phospholipase C gamma 1 | 21 | 0.088140522 | 8 |
| Prkaca | protein kinase cAMP-activated catalytic subunit alpha | 19 | 0.048988348 | 8 |
| Nras | NRAS proto-oncogene, GTPase | 17 | 0.039932909 | 8 |
| Prkcb | protein kinase C beta | 17 | 0.070327033 | 8 |
| Prkca | protein kinase C alpha | 16 | 0.061078437 | 8 |

How the deposited data were processed for this re-analysis (not part of the article)

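Heart RNA of 20 mice was analysed, from 5 sham-operated mice and 5 mice at each of 24, 48 and 72 h after CLP, with 1 library per mouse. Groups were taken from the labels of the libraries, whose CLP replicates are numbered 1, 2, 3, 5 and 6 at 24 h, 1 to 5 at 48 h and 2 to 6 at 72 h. The counts per gene are used as deposited: whole numbers that the authors did not normalize, from reads that per the submitters' notes were aligned with HISAT2 2.0.5 and assembled with StringTie 1.3.3. The FPKM values, as deposited, were normalized by the authors for gene length and library. Count divided by FPKM was 1 gene factor times 1 library factor within 1% in all libraries for the 6016 genes tested, and this library divisor is not the sum of the counts. The tool that made the counts is not named in the paper's text. The submitters' notes name the human build hg38, whereas the gene IDs are those of mouse, and 55240 of the 55421 were found in GENCODE M21 on GRCm38. Positions and exons were taken from that release, and the 181 other IDs have none. Genes were followed by ID, since 230 IDs share their symbol with another ID and 27 names had become dates.

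Total counts per library were 34646737 ± 1581809 (SD, n = 5) in Sham hearts, 37159822 ± 2067038 at 24 h, 39531365 ± 3778704 at 48 h and 47241564 ± 1484523 at 72 h. Counts were analysed in R 4.3.3 with edgeR 4.0.16, by TMM scaling, filterByExpr with the groups, and the quasi-likelihood F test. The fit held all 20 libraries, with the 3 contrasts against Sham and the 3 between time points. The common dispersion was 0.244, a biological coefficient of variation of 0.494. Benjamini-Hochberg adjustment covered the genes of each contrast. Counts of changed genes use an adjusted p under 0.05 and a log2 fold change above 1 in size, and values of single genes and lists use the adjusted p alone. Single values were compared by exact two-sided permutation of log2 CPM with 1 added. A fold against a group with no count is a lower bound, from a floor of 3 counts over the group.

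The procedure was tested on simulated data with the group sizes and spread of these libraries, in which 100 genes were changed by 1.5 and 100 by 3 in log2 against Sham. The edgeR test recovered 66% and 86% of them. Among genes left unchanged it called 2, 1 and 0 with 16644 tested in the simulated comparisons, while at 24 h DESeq2 called 28 with 17142 tested and limma with voom quality weights 1. DESeq2 recovered 73% and 91%, and limma 67% and 82%. At 5 mice per group, a gene that did not pass is therefore not shown to be unchanged.

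Besides the genes that the paper names and the 9 class I PI3K subunits, genes were named by rule. For each comparison with Sham, these are the 8 genes with the largest rise and the 8 with the largest fall. They had an adjusted p under 0.05, a mean of at least 5 CPM in the higher group, no overlap between the values of the groups, and a symbol that is not a predicted-gene name. The same rule gave 5 genes each way for 72 h against 24 h. For each list described, up to 4 members with the smallest p in a comparison could be named. The values of Pik3r1 and Pik3r5 in the paper's Figure 6B had been seen when the rule was written. The 40 lists cover cell types of heart and blood, functions of cardiomyocytes, signaling, and the terms that the paper reports. They were written from general knowledge in place of GO and KEGG annotation, which was not used here. Lists were tested with camera of limma 3.58.1, adjusted over all lists and the 3 comparisons with Sham. Fry, adjusted in the same way, tested whether members changed, without a comparison with other genes. In either direction it passed for most lists, and its values are given only for some lists that camera did not call.

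Time profiles were assigned in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. From all shapes with steps of up to 2 units, 50 model profiles were picked, and each gene went to the profile with the highest correlation to its group means. The network was measured with networkx 3.6.1 on the study's table of edges, and figures were drawn with matplotlib 3.10.9.

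Alternatives to the main procedure were edgeR's RLE scaling, all genes with at least 1 count, and genes with at least 1 CPM in 5 libraries. Others were a fit of only the groups compared, replicate number as a block, removal of mitochondrial genes, and each library left out in turn. The tools compared were DESeq2 1.42.0, limma with voom quality weights, and limma-trend on log2 FPKM with 1 or 0.1 added. Counts of genes were also made at an unadjusted p and with no fold change threshold. Profiles were also made from log2 CPM with 1 added and from group medians. Scaling by the FPKM divisor, counts without scaling, removal of the 3 libraries without Gm28661, and removal of genes with uneven counts were added after the data were seen. The qPCR, protein, histology, echocardiography and inhibitor experiments were not analysed here, apart from the direction of the paper's qPCR values. Results that need certain genes are not reported here.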

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

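The tests of library totals, sequencing depth, single-exon genes and genes that are pseudogenes, and the comparison of Pik3r5 with neutrophil markers, were chosen after the result was seen, and examples of uneven counts had been seen before the tests of them were written. The list of leukocyte genes was added after the data were seen.

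Other splits of the libraries were used to ask whether chance is the source of the calls against Sham. Among 100 splits of the 10 libraries of a comparison, 1 gave as many edgeR calls as the real one at each time, the real split itself. With those 10 libraries alone, the real splits gave 2523 genes at 24 h, 1520 at 48 h and 1559 at 72 h, and the highest of the other splits gave 2, 2 and 4. Every other split mixed Sham and CLP libraries, so the difference between them added to the spread, which can keep these counts low. The real split stands apart, but the others do not show how many calls unchanged groups would give. Nor do the splits tell CLP from anything else that differed between the groups.

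Time points differed from each other in direct tests, which compare different mice and cannot tell change over time from which mice survived. At 72 h, 1002 genes were higher and 661 lower than at 24 h, and at 48 h 755 were higher and 429 lower than at 24 h. Between 48 and 72 h the test gave 15 genes higher and 11 lower. These 2 counts were 33 and 29 without CLP 72 h replicate 2, and the count lower was 6 without CLP 48 h replicate 3, 5 without CLP 48 h replicate 4, and 18, 7 and 5 without CLP 72 h replicates 3, 4 and 5. A fit of only the 2 groups compared gave 1 and 0 with edgeR, beside 144 and 151 at an unadjusted p, and DESeq2 gave 92 and 92. Plcg1, a phospholipase that cleaves PIP2, was higher by 0.91 in log2 at 72 h than at 24 h (adjusted p = 1.42e-05) and by 0.91 at 48 h than at 24 h (adjusted p = 2.96e-05), with each of the 5 libraries above each of those at 24 h. Synpo2l, an actin-binding protein of the Z-disc, was higher by 5.18 at 72 h than at 24 h (adjusted p = 1.45e-06) and by 2.08 at 48 h than at 24 h (adjusted p = 0.00256), again in each of the 5 libraries. Against Sham, Plcg1 was lower at 24 h and higher at 72 h (log2 fold changes -0.43 and 0.48, adjusted p = 0.00571 and 0.00283), and its test at 24 h did not pass in limma-trend on log2(FPKM + 1) (adjusted p = 0.0512) or with counts not scaled (adjusted p = 0.0677).

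In camera with an estimated correlation, 2 lists that the paper does not discuss passed. They are acute phase and stress proteins at 24 h (median log2 fold change 4.90, adjusted p = 0.0392, 17 of 21 genes higher) and glucocorticoid targets at 24 and 48 h (median 1.47 and 1.42, adjusted p = 0.0458 and 0.0392, 14 and 13 of 19 genes higher). The other comparisons did not pass with that correlation, at 0.0527 and 0.0779 for acute phase and stress proteins at 48 and 72 h and 0.0527 for glucocorticoid targets at 72 h.

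In 27 of 280 groups of 5 libraries (9.64%), 1 library lay far from the other 4 by Dixon's test. The groups are those of the named genes and of library measures such as the total count. For normal values chance gives about 1 in 20 groups and gave 4.98% of simulated ones. CPM values, above all those of few counts, need not be normal, so the excess alone does not show that libraries stand apart. CLP 72 h replicate 2 is the highest of its group for Itgb6 (gap 0.732 of the range, 8.10 CPM), Col6a6 (0.789, 13.4 CPM), Lrrc17 (0.712, 3.00 CPM), Lrrc15 (0.958, 20.6 CPM), Lgi1 (0.794, 4.70 CPM) and Igsf1 (0.776, 4.01 CPM). It is the lowest for Jak2 (0.808, 53.2 CPM) and Sh2d5 (0.769, 0 CPM). CLP 48 h replicate 3 is the highest for S100a9 (0.787, 73.3 CPM), Il1b (0.756, 10.8 CPM) and Csf3 (0.811, 0.601 CPM), and CLP 24 h replicate 2 for Prkcb (0.76, 2.13 CPM). Pik3ca has its lowest 48 h value in replicate 2 (0.772, 72.8 CPM), and Apold1 its highest 72 h value in replicate 4 (0.796, 4.95 CPM). In the Sham group the library set apart is the lowest for Lcn2 (replicate 3, 0.893, 0.862 CPM) and Hif1a (replicate 5, 0.781, 103 CPM). It is the highest for Car3 (replicate 1, 0.855, 40.6 CPM), Cxcl13 (replicate 1, 0.854, 3.14 CPM), Sh2d5 (replicate 5, 0.88, 0.363 CPM) and Slc6a12 (replicate 5, 0.763, 0.121 CPM). The gap is the whole range, 1, for Chil3 (Sham replicate 3, 0.149 CPM), Ltf (Sham replicate 2, 0.0574 CPM) and mt-Rnr2 (Sham replicate 3, 0.0297 CPM), where a few counts in 1 library stand against none in the others. Genes with counts that are near 0 in some libraries are set apart too, namely mt-Rnr2 (CLP 48 h replicate 1 lowest, 0.869, 0.0284 CPM), Med9 (CLP 48 h replicate 1 lowest, 0.939, 0 CPM) and Hist1h4h (replicate 4 highest at 48 h, 0.881, 21.3 CPM, and at 72 h, 0.839, 36.2 CPM).

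RNA of some PI3K subunits was higher after CLP, which may come from leukocytes that enter the heart or from a change within heart cells. The paper reports by qPCR that lipopolysaccharide raised Pik3r1 and Pik3r5 in cultured rat cardiomyocytes, so heart cells can raise both. That culture does not show how much of the rise in septic hearts comes from each source, and it was not analysed here. At 24 h the log2 fold change of Pik3r5, 3.67 (SE 0.44), was above that of each of 24 leukocyte genes, whose median was 0.24. That list was added after the data were seen, and a bound against leukocytes was written before this comparison. The value meets that bound, but the bound was wrong, since the value lies below the median of 22 neutrophil markers, 4.17. Genes that Sham hearts already express, such as Ptprc at 21.1 CPM, would also hide a small influx, so leukocytes stay open as the source of Pik3r5. Pik3cg and Pik3cd did not pass at 24 h (0.079, SE 0.31, and 0.13, SE 0.17), so the values at that time decide nothing for them. The rise of Pik3r1 from 24 to 72 h (0.76, SE 0.24, adjusted p = 0.0296 from edgeR) lay inside the range of the leukocyte genes. That range, from -0.07 for Plek to 2.16 for Dock2, is so wide that most modest rises would lie inside it. In Sham hearts Pik3r1 had at least 146 CPM, and the highest leukocyte gene, Lcp1, a mean of 47.4. Like fold changes therefore stand for unlike amounts of RNA. The comparison cannot decide, and leukocytes stay open there. The call of Pik3r1 from 24 to 72 h was lost without CLP 24 h replicate 3 (0.0553), 5 (0.0717) or 6 (0.0523), CLP 72 h replicate 4 (0.117) or 6 (0.0514), with the 2 groups alone (0.0872), a replicate block (0.134) or limma voomWithQualityWeights (0.0504). Library totals that rise with time are not the whole cause of the higher counts of Pik3r5 at 72 h. With TMM its log2 fold change was 2.76 (SE 0.43, against 3.26 with counts not scaled). For Pik3r1 it was 0.73 (SE 0.24, against 1.19), also more than 2 SE above 0. But the call of Pik3r1 at 72 h against Sham was lost without CLP 72 h replicate 4 or 6 and in other fits. Whether its counts rose beyond the library totals is therefore less certain.

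CLP 72 h replicate 2 lay nearest to the Sham hearts among the CLP 72 h libraries, at -37.7 on the first principal component. A mislabelled sham heart is a candidate explanation, but of the 1988 genes called at 72 h without it, it lay outside the Sham range on the side of the other CLP 72 h hearts for 74.7%, and inside the Sham range for 23.2%. Its total of 45618530 counts was within 1 SD (1356765) of 46214170, the lowest of the other 4, which argues against sequencing depth. A milder course of sepsis in this mouse stays open and was not tested.

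Some genes had a median of at least 500 counts in a group but a count of 0 in part of its libraries, 117 genes in all. The counts of mt-Rnr2 were near 0 in part of the libraries too. They were 0 or 1 in all Sham libraries, CLP 24 h replicates 2, 3 and 5 and CLP 48 h replicate 1, and 131514 to 155660 in the others. But mt-Rnr2 is not among the 117 genes, since no group met both conditions for it. Neither the tests below nor the removal of genes with uneven counts covered it. Of the 117 genes, 36.7% overlap another against 56.2% of 9159 genes of like count (odds ratio 0.452, 95% interval 0.302 to 0.669, Fisher exact two-sided p = 3.08e-05). Reads assigned to an overlapping gene would have given more overlap. But that explanation stays open, since the 117 genes were matched to the others for count and differ from them in exons. Reads shared with a copy stay open, since 0 of them against 2.63% have a pseudogene named after them (odds ratio 0, upper limit 1.20, Fisher exact two-sided p = 0.0776), which cannot see genes that are pseudogenes themselves, and these are 34 of the 117, 29.1% against 0.51% (odds ratio 79.1, 95% interval 46.8 to 133, Fisher exact two-sided p = 6.92e-45). Another candidate explanation is a step in the making of the counts that drops genes whose reads cross no splice site, as 87 of the 117 have 1 exon, 74.4% against 0.59% (odds ratio 484, 95% interval 290 to 828, Fisher exact two-sided p = 5.08e-146), or 68.7% against 0.26% among genes that are not pseudogenes (odds ratio 817, 95% interval 431 to 1606, Fisher exact two-sided p = 3.00e-108), and no biological explanation was tested.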

How the results depend on the processing

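Scaling by the FPKM divisor, counts not scaled for library size, removal of the 3 libraries with Gm28661 at 0 and removal of genes with uneven counts were chosen after the data were seen. For the counts of genes and the lists that answer a comparison, 565 results in settings other than a library left out kept their direction and call, or stayed within 1.5 times as a count. Another 45 counts moved by more, and 24 lists lost a call, 5 gained one and 1 reversed. With 1 library left out in turn, 846 of these results were kept, 7 moved, 4 lost a call and 3 gained one. For the named genes and the other lists, 8525 were kept in the other settings, 312 lost a call, 182 gained one and 99 reversed, and with a library left out 13525 were kept, 272 lost a call, 106 gained one and 57 reversed. The median log2 fold change of all genes moved by 0.23 at 48 h and 0.27 at 72 h when scaled by the FPKM divisor, by 0.17 and 0.21 with limma-trend on log2(FPKM + 0.1), and by 0.24 and 0.47 with counts not scaled. With edgeR's RLE size factors, a CPM of at least 1 in at least 5 samples, mt- genes removed, genes with uneven counts removed or limma voomWithQualityWeights, each count of genes run stayed within 1.5 times. So did the counts against Sham at an unadjusted p, but from 48 to 72 h that p gave 183 genes higher and 198 lower beside 15 and 11 at an adjusted p. Depth limits the genes of low count, since at 33491160 to 49022434 counts per library 17142 of 55421 genes had enough counts to be tested. Totals at 72 h were 1.36-fold those of Sham hearts, so low counts are best measured at 72 h.

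In the following counts of genes that moved by more than 1.5 times, the count from the edgeR procedure is in parentheses and the cause was not tested. Testing all genes with at least 1 count gave 6 genes lower in 72 h against 48 h (11). Fitting only the 2 groups compared gave 1 gene higher and 0 lower in 72 h against 48 h (15 and 11), beside 144 and 151 genes with that edgeR fit at an unadjusted p. Adding a replicate block gave 5 genes higher and 5 lower in 72 h against 48 h (15 and 11). DESeq2 gave 92 genes higher and 92 lower in 72 h against 48 h (15 and 11). The limma-trend fit on log2(FPKM + 1) gave 488 genes higher and 280 lower at 24 h (1192 and 1497), 418 genes higher and 142 lower at 48 h (843 and 711), 494 genes higher and 148 lower at 72 h (901 and 774) and 1218 genes called at any time (3632). Between time points the same fit gave 293 genes higher and 208 lower in 72 h against 24 h (1002 and 661), 198 genes higher and 127 lower in 48 h against 24 h (755 and 429) and 4 genes lower in 72 h against 48 h (11). The limma-trend fit on log2(FPKM + 0.1) gave 934 genes lower at 24 h (1497), 409 genes lower at 48 h (711) and 397 genes lower at 72 h (774). Scaling by the FPKM divisor gave 1275 genes higher at 48 h (843) and 1589 genes higher and 463 lower at 72 h (901 and 774). Leaving counts not scaled for library size gave 1283 genes higher and 464 lower at 48 h (843 and 711), 2476 genes higher and 330 lower at 72 h (901 and 774) and 2220 genes higher and 370 lower in 72 h against 24 h (1002 and 661). It also gave 1.3e+02 genes higher and 25 lower in 72 h against 48 h (15 and 11), 12 network genes lower at 72 h (19), 675 genes in profiles that rise or hold at each step (447) and 474 genes in profiles that fall or hold at each step (764). Removal of the 3 libraries with Gm28661 at 0 gave 8 genes higher and 3 lower in 72 h against 48 h (15 and 11). The adjusted p with no fold change threshold gave 2828 genes higher and 2986 lower at 24 h (1192 and 1497), 2198 genes higher and 1962 lower at 48 h (843 and 711), 2490 genes higher and 2132 lower at 72 h (901 and 774) and 8020 genes called at any time (3632). With no fold change threshold the counts are higher because more genes qualify.

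Camera with an estimated correlation between genes left the lists of inflammatory response (median log2 fold change 1.24, 0.87 and 0.69 at 24, 48 and 72 h), Staphylococcus aureus infection (median log2 fold change 0.73, 1.21 and 1.28 at 24, 48 and 72 h), Osteoclast differentiation (median log2 fold change 0.38, 0.31 and 0.37 at 24, 48 and 72 h) and Leishmaniasis (median log2 fold change 0.38, 0.35 and 0.26 at 24, 48 and 72 h) without a passing test, at adjusted p of 0.082 to 0.382, because that correlation, 0.0533 to 0.159, is larger than the preset 0.01. Requiring a CPM of at least 1 in at least 5 samples ended the calls of Leishmaniasis at 24 h (0.34, adjusted p = 0.0871) and Leishmaniasis at 72 h (0.26, adjusted p = 0.0501). The limma voomWithQualityWeights fit ended the calls of Staphylococcus aureus infection at 24 h (0.72, adjusted p = 0.0658) and Leishmaniasis at 72 h (0.27, adjusted p = 0.0681). The limma-trend fit on log2(FPKM + 1) ended the calls of Staphylococcus aureus infection at 24 h (0.23, adjusted p = 0.126), Leishmaniasis at 24 h (0.24, adjusted p = 0.0777), Leishmaniasis at 48 h (0.23, adjusted p = 0.12) and Leishmaniasis at 72 h (0.19, adjusted p = 0.209). The limma-trend fit on log2(FPKM + 0.1) ended the calls of Staphylococcus aureus infection at 24 h (0.69, adjusted p = 0.0607), Leishmaniasis at 24 h (0.40, adjusted p = 0.0517), Leishmaniasis at 48 h (0.49, adjusted p = 0.0522) and Leishmaniasis at 72 h (0.47, adjusted p = 0.108). Testing all genes with at least 1 count added the call of Axon guidance at 72 h (-0.29, adjusted p = 0.0314). Fitting only the 2 groups compared added the call of cell adhesion at 48 h (0.14, adjusted p = 0.04). DESeq2 added calls of cell adhesion at 24 h (0.14, adjusted p = 0.0101), cell adhesion at 48 h (0.15, adjusted p = 0.013) and PI3K class I subunits at 48 h (0.25, adjusted p = 0.0282). By the edgeR procedure the adjusted p was 0.0102 for Staphylococcus aureus infection at 24 h, 0.0427, 0.00885 and 0.0248 for Leishmaniasis at the 3 times, 0.102 and 0.0884 for cell adhesion at 24 and 48 h, 0.13 for Axon guidance at 72 h and 0.113 for PI3K class I subunits at 48 h. The cause was not tested.

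The direction of a list test, which follows the test statistics of all members rather than the median given here, reversed for lists that passed in neither direction, and the cause was not tested. Testing all genes with at least 1 count reversed the list test of mesothelial and epithelial markers at 24 h (-0.086) and hypoxia targets at 72 h (0.15). Requiring a CPM of at least 1 in at least 5 samples reversed the list test of platelet markers at 24 h (0.004) and T and NK cell markers at 72 h (0.25). Fitting only the 2 groups compared reversed the list test of platelet markers at 24 h (0.024) and mesothelial and epithelial markers at 24 h (-0.14). Adding a replicate block reversed the list test of interferon response at 24 h (0.18). DESeq2 reversed the list test of interferon response at 24 h (0.026). The limma voomWithQualityWeights fit reversed the list test of platelet markers at 24 h (-0.19) and mesothelial and epithelial markers at 24 h (-0.23). On log2(FPKM + 1), limma-trend reversed the list test of monocyte and macrophage markers at 24 h (0.047), mesothelial and epithelial markers at 24 h (-0.027), fetal and stretch response program at 48 h (-0.075), hypoxia targets at 48 h (0.14), fatty acid uptake and oxidation at 72 h (0.14), immediate early genes at 72 h (0.11), cell cycle at 72 h (0.053), cell adhesion at 72 h (0.14), hypoxia targets at 72 h (0.25) and platelet markers at 72 h (0.086). On log2(FPKM + 0.1), limma-trend reversed the list test of mesothelial and epithelial markers at 24 h (-0.10), fetal and stretch response program at 48 h (-0.093), fatty acid uptake and oxidation at 72 h (0.14), immediate early genes at 72 h (0.31) and cell cycle at 72 h (0.18). Scaling by the FPKM divisor reversed the list test of fetal and stretch response program at 48 h (-0.035), fatty acid uptake and oxidation at 72 h (0.15), immediate early genes at 72 h (0.36), cell cycle at 72 h (0.32) and platelet markers at 72 h (0.33). Leaving counts not scaled for library size reversed the list test of fetal and stretch response program at 48 h (-0.049), fatty acid uptake and oxidation at 72 h (0.34), immediate early genes at 72 h (0.55), cell cycle at 72 h (0.53) and platelet markers at 72 h (0.53). Removal of the 3 libraries with Gm28661 at 0 reversed the list test of platelet markers at 24 h (-0.12), mesothelial and epithelial markers at 24 h (-0.17), fetal and stretch response program at 48 h (-0.043) and cell cycle at 72 h (0.075).

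Signs of single genes turned as follows, and of these genes only Vtn at 72 h passed the edgeR test (log2 fold change -0.43, adjusted p = 0.0356). The cause was not tested. Adding a replicate block turned the sign of Igkc at 72 h (0.17), Il6 at 72 h (0.57), Myh7 at 24 h (0.032) and Ppbp at 72 h (0.054). The limma voomWithQualityWeights fit turned the sign of Gapdh at 24 h (0.061), Gp5 at 48 h (-0.18), Igkc at 72 h (0.99), Il6 at 72 h (0.45), Pik3r2 at 48 h (0.003) and Ppbp at 72 h (0.088). Using log2(FPKM + 1) in limma-trend turned the sign of Gapdh at 24 h (0.02), Il6 at 72 h (0.002), Kcnj8 at 48 h (0.003), Pik3ca at 48 h (0.11), Pik3r1 at 24 h (0.01), Pik3r2 at 48 h (0.16), Pik3r3 at 24 h (0.02), Pik3r6 at 48 h (0.051), Ppbp at 72 h (0.042) and Prkaca at 72 h (0.041). Using log2(FPKM + 0.1) in limma-trend turned the sign of Egr1 at 72 h (0.01), Igkc at 72 h (0.32), Il6 at 72 h (0.022), Kcnj8 at 48 h (0.003), Pik3ca at 48 h (0.13), Pik3r1 at 24 h (0.006), Pik3r2 at 48 h (0.20), Pik3r3 at 24 h (0.028), Pik3r6 at 48 h (0.075), Ppbp at 72 h (0.18) and Prkaca at 72 h (0.044). Scaling by the FPKM divisor turned the sign of Gapdh at 24 h (0.025), Il6 at 72 h (0.073), Pik3ca at 48 h (0.14), Pik3r1 at 24 h (0.045), Pik3r2 at 48 h (0.20), Pik3r3 at 24 h (0.023) and Pik3r6 at 48 h (0.073). Leaving counts not scaled for library size turned the sign of Clec1b at 72 h (0.016), Gapdh at 24 h (0.03), Il6 at 72 h (0.27), Kcnj8 at 48 h (0.009), Pik3ca at 48 h (0.14), Pik3r1 at 24 h (0.044), Pik3r2 at 48 h (0.22), Pik3r3 at 24 h (0.026), Pik3r6 at 48 h (0.079), Pik3r6 at 72 h (0.10), Ppbp at 72 h (0.15), Prkaca at 72 h (0.18), Vtn at 72 h (0.038) and mt-Nd4 at 24 h (-0.01). Removal of the 3 libraries with Gm28661 at 0 turned the sign of Egr1 at 72 h (0.18), Fosb at 48 h (0.93), Fosb at 72 h (0.42), Gapdh at 48 h (-0.073), Gapdh at 72 h (-0.28), Igkc at 72 h (0.94), Pik3cg at 24 h (-0.058), Pik3r2 at 48 h (0.073) and Pik3r6 at 48 h (0.003).

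With 1 library left out in turn, log2 fold changes whose sign depended on the library ranged from -0.009 to 0.66 for Clec1b at 48 h, -1.30 to 0.53 for Egr1 at 72 h, -1.39 to 0.71 for Fosb at 48 h, -1.82 to 0.29 for Fosb at 72 h, -0.39 to 0.28 for Gapdh at 24 h and -0.29 to 0.64 for Gapdh at 48 h. Further ranges over the libraries left out were -0.16 to 0.43 for Gapdh at 72 h, -0.11 to 1.27 for Gp5 at 48 h, -0.11 to 0.13 for Hif1a at 48 h, -2.47 to 0.52 for Igkc at 72 h, -0.52 to 0.17 for Il6 at 72 h and -0.082 to 0.35 for Nras at 48 h. Such ranges were also -0.10 to 0.061 for Pik3ca at 48 h, -0.005 to 0.16 for Pik3cb at 24 h, -0.091 to 0.27 for Pik3cg at 24 h, -0.12 to 0.12 for Pik3r1 at 24 h, -0.088 to 0.043 for Pik3r2 at 48 h and -0.11 to 0.048 for Pik3r3 at 24 h. The last of these ranges were -0.064 to 0.38 for Pik3r6 at 24 h, -0.58 to 0.26 for Ppbp at 72 h and -2.03 to 9.70 for mt-Nd4 at 24 h. Medians of lists whose test changed its call or direction with a library left out ranged from 0.33 to 0.41 for Leishmaniasis at 24 h, 0.094 to 0.23 for cell adhesion at 48 h, -0.25 to 0.24 for cell cycle at 72 h, -0.14 to -0.081 for fatty acid uptake and oxidation at 72 h and -0.46 to -0.053 for fetal and stretch response program at 48 h, and from 0.059 to 0.19 for hypoxia targets at 72 h, -0.36 to 0.18 for interferon response at 24 h, -0.29 to 0.085 for mesothelial and epithelial markers at 24 h and -0.57 to 0.024 for platelet markers at 24 h. Leishmaniasis at 24 h lost its call without Sham replicate 4 (0.34, adjusted p = 0.0849), Sham replicate 5 (0.33, adjusted p = 0.0744), CLP 24 h replicate 2 (0.35, adjusted p = 0.113) or CLP 72 h replicate 5 (0.41, adjusted p = 0.0509). Cell adhesion at 48 h gained a call without CLP 48 h replicate 2 (0.15, adjusted p = 0.0452), CLP 48 h replicate 4 (0.23, adjusted p = 0.0406) or CLP 72 h replicate 3 (0.17, adjusted p = 0.0459). Of the genes above, mt-Nd4 at 24 h passed without Sham replicate 2, at the highest value of its range. The counts of 72 h against 48 h, 15 higher and 11 lower, ranged from 10 to 33 and from 5 to 29. Without CLP 72 h replicate 2 they were 33 and 29, and the count lower was 6 without CLP 48 h replicate 3, 5 without CLP 48 h replicate 4, 18 without CLP 72 h replicate 3, 7 without CLP 72 h replicate 4 and 5 without CLP 72 h replicate 5. The cause was not tested.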

Differences from the paper's values

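Scaling by the FPKM divisor and counts not scaled for library size were chosen after the values were seen, and the other settings were set before the data were examined. The paper states a p under 0.05 and a fold change above 2 for its counts of genes, and it does not state whether the p was adjusted. The counts here use those numbers with an adjusted p.

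For genes higher at 72 h, the paper's count is 1365 and the count here 901. It falls within 1.5 times of the paper's with DESeq2 (1109), limma voomWithQualityWeights (962), limma-trend on log2(FPKM + 0.1) (1199) and an unadjusted p (1121). So it does without CLP 24 h replicate 1 (911), 2 (922) or 6 (920), CLP 48 h replicate 1 (918), 2 (913) or 4 (913), or CLP 72 h replicate 2 (1054). It does not with RLE size factors (902), all genes with at least 1 count (883), a CPM of at least 1 in at least 5 samples (791), only the 2 groups compared (800), a replicate block (780), mt- genes removed (900), limma-trend on log2(FPKM + 1) (494), no fold change threshold (2490) or any of the 13 other libraries left out (772 to 907). Among the settings chosen after the values were seen, the FPKM divisor gave 1589, within 1.5 times, and counts not scaled gave 2476, which is not.

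For genes lower at 48 h, the paper's count is 1181 and the count here 711. Within 1.5 times are DESeq2 (863), limma voomWithQualityWeights (897) and an unadjusted p (934). Outside are RLE size factors (702), all genes with at least 1 count (623), the CPM filter (613), only the 2 groups compared (743), a replicate block (655), mt- genes removed (711), limma-trend on log2(FPKM + 1) (142) and log2(FPKM + 0.1) (409), no fold change threshold (1962) and each of the 20 libraries left out (620 to 722).

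For genes lower at 72 h, the paper's count is 1271 and the count here 774. Settings within 1.5 times are DESeq2 (941), limma voomWithQualityWeights (1012), an unadjusted p (981) and CLP 72 h replicate 2 left out (952). The rest are not, namely RLE size factors (775), all genes with at least 1 count (682), the CPM filter (701), only the 2 groups compared (759), a replicate block (685), mt- genes removed (774), limma-trend on log2(FPKM + 1) (148) and log2(FPKM + 0.1) (397), no fold change threshold (2132) and the 19 other libraries left out (641 to 785).

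For genes called at any time, the paper's count is 5607, its count of genes sorted into profiles is 5605, and both counts here are 3632. They come within 1.5 times with DESeq2 (4345), limma voomWithQualityWeights (4053), an unadjusted p (4361), no fold change threshold (8020) and CLP 72 h replicate 2 left out (3813), and, chosen after the values were seen, with the FPKM divisor (3893) and counts not scaled (4473). They do not with RLE size factors (3608), all genes with at least 1 count (3432), the CPM filter (3136), only the 2 groups compared (3450), a replicate block (3319), mt- genes removed (3632), limma-trend on log2(FPKM + 1) (1218) and log2(FPKM + 0.1) (3076), or the 19 other libraries left out (3388 to 3625). For genes in significant profiles, the paper's count is 4527 and the count here 2728. An unadjusted p brings it within 1.5 times (3350), and log2 CPM with 1 added (2946) and group medians (2876) do not.

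The counts of genes higher at 24 h (1192) and 48 h (843) and lower at 24 h (1497) lie within 1.5 times of the paper's (1701, 1242 and 1960), and the 15 significant profiles equal the paper's number. Not all settings keep them there. For genes higher at 24 h, those outside are the CPM filter (1090), a replicate block (1094), limma-trend on log2(FPKM + 1) (488) and log2(FPKM + 0.1) (1097), no fold change threshold (2828), and Sham replicate 4 (1131) or CLP 24 h replicate 5 (1113) left out. For genes higher at 48 h, they are all genes with at least 1 count (800), the CPM filter (762), only the 2 groups compared (777), a replicate block (767), limma-trend on log2(FPKM + 1) (418), no fold change threshold (2198), each Sham library left out (772 to 801), and CLP 24 h replicate 3 (824), CLP 48 h replicate 1 (788) or CLP 48 h replicate 4 (801) left out. For genes lower at 24 h, they are the CPM filter (1254), limma-trend on log2(FPKM + 1) (280) and log2(FPKM + 0.1) (934), and no fold change threshold (2986).

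The paper describes Pik3r1 as upregulated throughout sepsis. Here its log2 fold change was -0.03 at 24 h (adjusted p = 0.939, sign reversed in the FPKM fits, with the FPKM divisor, with counts not scaled and without Sham replicate 5 or CLP 24 h replicate 5), 0.24 at 48 h (adjusted p = 0.545), and 0.73 at 72 h, where it passed (adjusted p = 0.0338). The paper's own qPCR gave 0.17, 1.70 and 2.43 in log2, which is above 0 at each time. No setting called it at 24 h (adjusted p 0.747 to 1) or 48 h (0.15 to 0.748). The paper also describes Pik3r5 as upregulated throughout, and here it passed at each time, with log2 fold changes of 3.67, 3.11 and 2.76. The values in the paper's Figure 6B equal ratios of counts that are not scaled for library size, with a largest gap of 4e-05 over 40 values, beside 5.03 for ratios of CPM.

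Of the genes that the paper ties to the whole course of sepsis, Lrg1, Itgb6, Pik3r5, Itgam, Jak2 and Vegfa passed the edgeR test at each time, and Hif1a, Plcb1 and Hmgb2 did not. Hif1a did not pass at 48 h in any setting or at 72 h (0.13, adjusted p = 0.603), although it did at 24 h (1.28, adjusted p = 4.92e-06). At 72 h it passed with limma-trend on log2(FPKM + 1) (0.0361) and log2(FPKM + 0.1) (0.0338), and with the settings chosen after the values were seen, the FPKM divisor (0.0388) and counts not scaled (0.0043). Plcb1 did not pass at 48 h (0.56, adjusted p = 0.0655) or 72 h (0.48, adjusted p = 0.107), although it was lower at 24 h (-1.62, adjusted p = 1.6e-05). At 48 h it passed with the CPM filter (0.0495), only the 2 groups compared (0.0173), without Sham replicate 2 (0.0327), CLP 24 h replicate 2 (0.0436) or 5 (0.00778), with DESeq2 (0.032), limma voomWithQualityWeights (0.0099), limma-trend on log2(FPKM + 1) (0.000301) and log2(FPKM + 0.1) (0.00317), and, chosen after the values were seen, the FPKM divisor (0.00969) and counts not scaled (0.0137). At 72 h it passed with only the 2 groups compared (0.0363), without CLP 24 h replicate 5 (0.017), with limma voomWithQualityWeights (0.0274), limma-trend on log2(FPKM + 1) (0.000344) and log2(FPKM + 0.1) (0.00352), and, chosen after the values were seen, the FPKM divisor (0.011) and counts not scaled (0.00253). Hmgb2 passed at 24 and 48 h (0.69 and 0.91, adjusted p = 0.0369 and 0.0109) and not at 72 h (0.60, adjusted p = 0.0792). At 72 h it passed without CLP 72 h replicate 6 (0.0299), with limma-trend on log2(FPKM + 1) (0.0253) and log2(FPKM + 0.1) (0.0202), and, chosen after the values were seen, the FPKM divisor (0.0116) and counts not scaled (0.00279).

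By betweenness, the network's measure of shortest paths, Pik3r1 and Pik3r5 ranked 16, whereas by number of neighbors they were the highest, as the paper ranks them. The betweenness recomputed from the edges, 0.0333 for each, is not the table's 0.0340 for Pik3r1 and 0.0300 for Pik3r5.

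The paper places S100a9 in profile 40, Uchl1 in 45 and Itgb6 in 12, and here their best profiles were 42, 35 and 2. The numbers here belong to a set of 50 shapes generated anew, and for some of them the shape is not the one the paper describes. Profile 12 here goes through -1, -3 and -1 and profile 17 through -1, 0 and -2 at 24, 48 and 72 h, while the paper describes 12 as falling at all times and 17 as falling at 24 h and then rising, so for Itgb6 a difference in numbering is not excluded. Uchl1 has the paper's profile with log2 CPM with 1 added, and S100a9 and Uchl1 have it with means of counts not scaled, chosen after the values were seen, whereas an unadjusted p and group medians leave the profiles of these 3 genes as they are. The profiles of Cxcr2 (42), Cxcl1, Lrg1 and Icam1 (35), and Hmgb2 and Itgam (49) are the paper's, and those of Cxcl1, Lrg1 and Icam1 with log2 CPM with 1 added (45) and of Hmgb2 and Itgam with group medians (47) are not. The profiles here with the numbers 40, 18, 21, 5, 4, 17 and 12, numbers that the paper finds significant, held 72, 45, 66, 83, 20, 5 and 3 genes and did not pass here.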

Other observations

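The fits without TMM were chosen after the data were seen. RNA of many genes of autophagy and protein breakdown was higher in the septic hearts. Ulk1, the kinase that starts autophagy, rose from 81.7 ± 8.23 CPM (SD, n = 5) in Sham hearts to 281 ± 65.1 CPM at 24 h (log2 fold change 1.78, adjusted p = 1.7e-07) and was at 0.75 at 48 h (adjusted p = 0.00148), with each of the 5 libraries above each Sham library at both times. At 72 h its log2 fold change was 0.31 and did not pass (adjusted p = 0.151), except in the FPKM fits and without TMM (0.00144 to 0.0133). Ctsl, a protease of the lysosome, rose by 1.87, 1.56 and 1.12 at 24, 48 and 72 h, and Sqstm1, which carries ubiquitin-marked cargo to the autophagosome, by 1.46, 1.49 and 2.41 (adjusted p = 1.93e-07, 3.73e-06 and 5.66e-05 for Ctsl and 4.54e-05, 8.05e-05 and 8.69e-07 for Sqstm1), again in each of the 5 libraries. Of 24 genes of ubiquitin, proteasome and autophagy, 15 were higher and 1 lower at 24 h, 14 and 0 at 48 h, and 13 and 0 at 72 h (16 and 1, 14 and 0, and 13 and 0 when adjusted over the list alone). The camera adjusted p was 6.57e-08, 1.46e-08 and 6.57e-08 with the preset correlation and 0.112 at each time with an estimated one. Bnip3, which marks mitochondria for removal, rose by 2.04, 2.43 and 2.57 (adjusted p = 0.000176, 7.77e-05 and 3.71e-05), and Cdkn1a, an inhibitor of the cell cycle that FOXO factors switch on, by 2.68, 1.87 and 1.99 (adjusted p = 1.41e-07, 1.22e-05 and 5.24e-06), each in all 5 libraries.

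Genes of glucose use went apart. Hk2, which traps glucose in the cell, fell from 363 ± 28.3 CPM in Sham hearts by 1.67, 1.65 and 1.24 in log2 at 24, 48 and 72 h (adjusted p = 2.77e-05, 6.87e-05 and 0.000636), lower in each of the 5 libraries. Eno3, the muscle enolase of glycolysis, decreased by 0.71, 1.39 and 1.77 (adjusted p = 0.00479, 2.76e-05 and 2.29e-06), also in each of the 5 libraries. Slc16a3, which exports lactate, rose by 2.86 at 24 h (adjusted p = 3.27e-06, each of the 5 libraries). Of 23 genes of glycolysis and glucose uptake, 4 were higher and 9 lower at 24 h, 4 and 10 at 48 h, and 5 and 11 at 72 h (4 and 12, 4 and 11, and 6 and 12 when adjusted over the list alone), with camera adjusted p = 0.31, 0.000363 and 0.00537, or 0.615, 0.112 and 0.206 with an estimated correlation. Cd74, the chain that guides antigen-presenting molecules, fell from 144 ± 34.2 CPM by 2.55, 2.88 and 2.08 in log2 (adjusted p = 1.09e-06, 1.36e-06 and 1.52e-05, each of the 5 libraries). Per1 and Cry2, repressors of the circadian clock, rose by 0.94 each at 24 h (adjusted p = 0.000309 and 0.000894) and by 1.36 and 1.18 at 72 h (adjusted p = 1.67e-05 and 0.000174), in each of the 5 libraries. Of 18 genes of the circadian clock, 7 were higher and 3 lower at 24 h, 4 and 2 at 48 h, and 5 and 2 at 72 h (7 and 4, 4 and 3, and 5 and 3 when adjusted over the list alone), with camera adjusted p = 0.208, 0.31 and 0.386.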
